# Local translatome sustains synaptic function in impaired Wallerian degeneration

**DOI:** 10.1038/s44319-024-00301-8

**Published:** 2024-10-31

**Authors:** Maria Paglione, Leonardo Restivo, Sarah Zakhia, Arnau Llobet Rosell, Marco Terenzio, Lukas J Neukomm

**Keywords:** Wallerian Degeneration, Programmed Axon Degeneration, Local mRNA Translation, Synaptic Function, Antennal Grooming Behavior, Neuroscience, Translation & Protein Quality

## Abstract

After injury, severed axons separated from their somas activate programmed axon degeneration, a conserved pathway to initiate their degeneration within a day. Conversely, severed projections deficient in programmed axon degeneration remain morphologically preserved with functional synapses for weeks to months after axotomy. How this synaptic function is sustained remains currently unknown. Here, we show that dNmnat overexpression attenuates programmed axon degeneration in distinct neuronal populations. Severed projections remain morphologically preserved for weeks. When evoked, they elicit a postsynaptic behavior, a readout for preserved synaptic function. We used ribosomal pulldown to isolate the translatome from these projections 1 week after axotomy. Translatome candidates of enriched biological classes identified by transcriptional profiling are validated in a screen using a novel automated system to detect evoked antennal grooming as a proxy for preserved synaptic function. RNAi-mediated knockdown reveals that transcripts of the mTORC1 pathway, a mediator of protein synthesis, and of candidate genes involved in protein ubiquitination and Ca^2+^ homeostasis are required for preserved synaptic function. Our translatome dataset also uncovers several uncharacterized Drosophila genes associated with human disease. It may offer insights into novel avenues for therapeutic treatments.

## Synopsis

After axotomy, severed axons and their synapses engange Wallerian degeneration (WD) to initiate their demise within a day. dNmnat overexpression impairs WD and functionally preserves synapses in severed axons for at least 1 week.

- Preserved projections contain specific translatome profiles.
- They require the mTORC1 pathway and the expression of genes with roles in protein ubiquitination and Ca^2+^ homeostasis to sustain their function.

## Abstract (web summary)

After axotomy, severed axons and their synapses engange Wallerian degeneration (WD) to initiate their demise within a day. dNmnat overexpression impairs WD and functionally preserves synapses in severed axons for at least 1 week.

## Introduction

Wallerian degeneration is a simple and well-established system to investigate how damaged axons execute their destruction (Waller, 1850). Upon axonal injury (axotomy), the axon separated from the soma employs programmed axon degeneration to initiate its degeneration within a day. The resulting axonal debris is cleared by phagocytosis through neighboring glial cells in subsequent days (Raiders et al, 2021; Sapar and Han, 2019). Programmed axon degeneration is conserved among various species and appears to be hijacked without axotomy in several neurological conditions (Coleman and Höke, 2020; Llobet Rosell and Neukomm, 2019).

In *Drosophila*, so far, programmed axon degeneration is mediated by four genes and a single metabolite (Fang et al, 2012; Llobet Rosell et al, 2022; Neukomm et al, 2017; Osterloh et al, 2012; Paglione et al, 2020; Xiong et al, 2012). *Drosophila* nicotinamide mononucleotide adenylyltransferase (dNmnat) is synthesized in the soma and transported into the axon, where it is degraded by the E3 ubiquitin ligase Highwire (Hiw). Axonal transport and degradation result in steady-state dNmnat, which consumes nicotinamide mononucleotide (NMN) to generate nicotinamide adenine dinucleotide (NAD^+^) in an ATP-dependent manner. Upon axotomy, the axonal transport of dNmnat is abolished. Consequently, dNmnat rapidly decreases together with NMN consumption and NAD^+^ synthesis. The resulting increase of NMN activates *Drosophila* Sterile Alpha and TIR Motif-containing protein (dSarm), a NADase that pathologically depletes axonal NAD^+^. Low NAD^+^ results in the degeneration of the injured axon mediated by Axundead (Axed).

The manipulation of programmed axon degeneration results in severed axons and associated synapses (projections) that remain morphologically preserved for weeks to months. When evoked, they elicit a postsynaptic behavior, suggesting that synapses remain functionally preserved. In *hiw* mutant larvae, severed projections continue to elicit evoked excitatory junction potentials (EJPs) and spontaneous mini EJPs (mEJPs) in muscles up to 24 h after axotomy (Xiong et al, 2012). In diverse programmed axon degeneration adult mutants, the evoked stimulation of severed antennal grooming-inducing sensory neuron projections results in behavior for at least 2 weeks after axotomy (Llobet Rosell et al, 2022; Neukomm et al, 2017; Paglione et al, 2020). It is also observed in mice, where muscle fibers respond to evoked severed motor projections for up to 5 days after axotomy (Mack et al, 2001). Thus, attenuated programmed axon degeneration preserves morphology and synaptic function in severed projections for weeks after axotomy.

The metabolite NAD^+^ is instrumental in the morphological preservation of severed projections. While sustained NAD^+^ levels ensure preservation, its forced depletion triggers rapid axon and neurodegeneration (Essuman et al, 2017; Gerdts et al, 2015; Neukomm et al, 2017). However, the mechanisms ensuring the preservation of synaptic function are currently unknown.

In mice with attenuated programmed axon degeneration (Wallerian degeneration slow, *Wld*^*S*^), severed projections contain increased numbers of polyribosomes packed in multimembrane vesicles in the neurofilament space, suggesting that local protein synthesis may contribute to sustaining axonal homeostasis (Court et al, 2008). However, applying cycloheximide or emetine as protein synthesis inhibitors does not alter the morphological preservation after axotomy (Gilley and Coleman, 2010). Because local protein synthesis is crucial for synaptic plasticity (Holt et al, 2019; Ostroff et al, 2019; Yoon et al, 2012), we hypothesized that in severed projections, it contributes to the preservation of synaptic function.

Here, we use *Drosophila* to demonstrate that dNmnat-mediated overexpression (*dnmnat*^*OE*^) potently attenuates programmed axon degeneration for weeks after axotomy. Consequently, severed projections of distinct sensory neuron populations remain morphologically preserved and their synapses functional. We employed tissue-specific ribosome pulldowns to isolate translated transcripts 1 week after axotomy. In-depth transcriptional profiling revealed several enriched biological classes. To validate our dataset, we established a novel system that automatically detects and quantifies antennal grooming behavior as a proxy for preserved synaptic function. We used this system to perform a high-throughput RNAi-mediated screen, which led to the identification of several protein ubiquitination and Ca^2+^ homeostasis candidates, and genes of the mTORC1-mediated protein synthesis pathway. Our observations demonstrate that local protein synthesis is required to preserve synaptic function in a model of impaired Wallerian degeneration.

## Results

### Preserved axonal morphology and synaptic function in severed projections with *dnmnat*^*OE*^*-*mediated attenuated programmed axon degeneration

We used a *Drosophila* model of impaired Wallerian degeneration to isolate and explore the axonal and synaptic translatome (Llobet Rosell and Neukomm, 2019). To attenuate programmed axon degeneration and isolate the local translatome, we decided against programmed axon degeneration mutants, which are homozygous lethal. They require Mosaic Analyses with a Repressible Cell Marker (MARCM); thus, the local translatome can only be isolated in sparse clonal neurons (Lee and Luo, 1999; Neukomm et al, 2014). We used the Gal4/UAS system to over-express dNmnat (*dnmnat*^*OE*^) in neuronal tissues. However, in previous attempts, dNmnat overexpression only partially attenuated programmed axon degeneration (MacDonald et al, 2006).

To test the *dnmant*^*OE*^ preservation, we used an untagged cytoplasmatic *dnmnat* isoform in *dpr1*^*+*^ sensory neuron clones in the wing (Zhai et al, 2006) (Table EV1). In 7-day-old animals, one wing was subjected to partial axotomy, while the other served as an uninjured control. We quantified GFP-labeled injured and uninjured control axons at 20 and 25 °C, 7 and 14 days post axotomy (dpa). While wild-type axons degenerated within days after axotomy, robust *dnmnat*^*OE*^*-*mediated preservation was observed up to 14 dpa (Fig. 1A,B). The preservation appeared stronger at 25 °C; we thus conducted subsequent experiments at this temperature.

**Figure 1:**
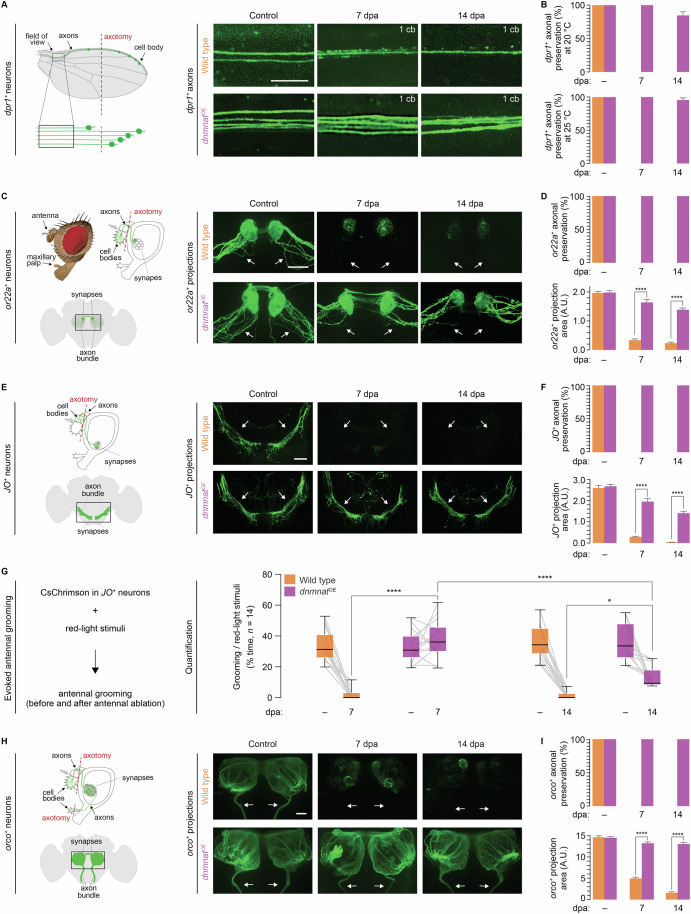
*dnmnat*^*OE*^*-*mediated attenuated programmed axon degeneration preserves axons and synapses for weeks after axotomy. (**A**) Left, schematic wing with sparsely GFP-labeled *drp1*^*+*^ sensory neuron MARCM clones. Axotomy and field of observation are indicated. Right, examples of *drp1*^*+*^ GFP-labeled wing axonal projections. Wild type and overexpression of dNmnat (*dnmnat*^*OE*^), top and bottom; uninjured (control), and axotomized (7 and 14 days post axotomy (dpa)), respectively. Scale bar, 10 µm. The number of remaining cell bodies (cb), and therefore intact axons, is indicated in the upper right corner of each example. (**B**) Quantification of intact *drp1*^*+*^ axons at 20 and 25 °C; top and bottom, respectively. Data, average ± SEM (*n* = 15 wings). (**C**) Left, schematic head side and brain front view with indicated *or22a*^*+*^ GFP-labeled cell bodies, axons, and synapses. Right, examples of *or22a*^*+*^ GFP-labeled olfactory receptor neuron axonal projections (arrow). Wild type and *dnmnat*^*OE*^, top and bottom; control, and 7 and 14 dpa, respectively. Scale bar, 20 µm. (**D**) Quantification of intact *or22a*^*+*^ axons and total axonal and synaptic area; top and bottom, respectively. Data, average ± SEM (*n* ≥ 10 brains). Unpaired two-tailed t-student test. (**E**) Left, schematic head side and brain front view with *JO*^*+*^ GFP-labeled cell bodies, axons, and synapses. Right, examples of GFP-labeled *JO*^*+*^ mechanosensory axonal projections (arrow). Wild type and *dnmnat*^*OE*^; control, and 7 and 14 dpa, respectively. Scale bar, 20 μm. (**F**) Quantification of intact *JO*^*+*^ axons and total axonal and synaptic area. Data, average ± SEM (*n* ≥ 10 brains). Unpaired two-tailed t-student test. (**G**) Robust preservation of synaptic function in severed *dnmnat*^*OE*^ projections at 7 dpa. Left, schematic of optogenetic-induced antennal grooming behavior. Right, quantification of manually scored antennal grooming in uninjured and injured animals. Data, % time of red-light stimuli (*n* = 14 animals); box (interquartile) and whisker (minimum and maximum, respectively) plot, with minimum, lower quartile (Q1), median, upper quartile (Q3), and maximum. Three-way ANOVA with Tukey’s multiple comparisons test. (**H**) Left schematic head side and brain front view with *orco*^*+*^ GFP-labeled cell bodies, axons, and synapses. Right, examples of olfactory receptor co-receptor (*orco*^*+*^) GFP-labeled wild-type and *dnmnat*^*OE*^ projections (arrow). Wild type and *dnmnat*^*OE*^; control, and 7 and 14 dpa, respectively. Scale bar, 20 μm. (**I**) Quantification of *orco*^*+*^ intact axons and projection area, respectively. Data, average ± SEM (*n* ≥ 5 brains). Unpaired two-tailed t-student test. ****p < 0.0001; *p < 0.05. Source data are available online for this figure.

Next, we used *dnmnat*^*OE*^ in ~20 *or22a*^*+*^ GFP-labeled olfactory receptor neurons (ORN). Their cell bodies are housed in 3rd antennal segments, and their axons project into the antennal lobe (Vosshall et al, 2000) (Fig. 1C). The bilateral ablation of 3rd antennal segments results in the removal of the cell bodies and the degeneration of ipsi- and contralateral projections (MacDonald et al, 2006). While wild-type axons degenerated after axotomy, severed *dnmnat*^*OE*^ projections remained strongly preserved at 7 and 14 dpa (Fig. 1C). Quantifying *or22a*^*+*^ axons and their projection area as a proxy for the synaptic field confirmed the strong *dnmnat*^*OE*^*-*mediated preservation (Fig. 1D). We made similar observations with approximately 40 *JO*^*+*^ mechano-sensory neurons in the Johnston’s Organ (JO). *JO*^*+*^ cell bodies are housed in 2^nd^ antennal segments and project their axons into the subesophageal zone (Hampel et al, 2017, 2015) (Fig. 1E). While the bilateral ablation of 2^nd^ antennal segments resulted in the complete degeneration of *JO*^*+*^ wild-type projections, *dnmnat*^*OE*^ projections remained preserved at 14 dpa (Fig. 1E,F). Our observations suggest that *dnmnat*^*OE*^ potently blocks the activation of programmed axon degeneration signaling, thereby preserving the morphology of severed projections in various neurons for weeks after axotomy.

We used the *JO*^*+*^ neurons, which are required and sufficient for antennal grooming, to assess the preservation of synaptic function (Hampel et al, 2015, 2017; Neukomm et al, 2017; Paglione et al, 2020). First, we determined the age of adult animals where evoked antennal grooming behavior is consistently robust. Animals were fed with *all-*trans retinal during development, and adults expressing a red-shifted Channelrhodopsin (CsChrimson) in *JO*^*+*^ neurons were subjected to three consecutive 10 s 10 Hz red-light exposures (see Methods for details). Independent groups of adult animals were exposed once to red light from 0–1 to 7–8 days post eclosion (dpe). We observed a robust evoked antennal grooming behavior at 7–8 dpe and used this age for subsequent experiments (Fig. EV1).

**Figure EV1:**
Time-course of optogenetically-evoked antennal grooming behavior in wild type after eclosion. Quantification of manually scored antennal grooming in wild-type flies with CsChrimson expressed in JO neurons between 0 to 7 days post eclosion (dpe). Data (% time of red-light stimuli; *n* = 7 animals), box (interquartile) and whisker (minimum and maximum, respectively) plot, with minimum, lower quartile (Q1), median, upper quartile (Q3), and maximum. One-way ANOVA with Tukey’s multiple comparisons test. *p < 0.05.

We applied the same axotomy paradigm described above in manipulated *JO*^*+*^ neurons. While optogenetics failed to evoke antennal grooming in wild-type animals at 7 dpa, animals with *dnmnat*^*OE*^*JO*^*+*^ neurons continued to elicit antennal grooming (Fig. 1G). We made a similar observation at 14 dpa, albeit with a significantly reduced evoked behavior (Fig. 1G). Our observation suggests that in severed *dnmnat*^*OE*^ projections, synapses remain functional for at least 1 week after axotomy.

The abundance of protein synthesis is lower in dendrites and axons than in the soma (Glock et al, 2021). To increase the biological material, we sought a Gal4 driver that labels many or all sensory neurons whose cell bodies can be readily ablated. We identified the pan-ORN Gal4 driver olfactory receptor co-receptor (*orco–Gal4*) that is transcriptionally active in approximately 800 ORNs (Vosshall et al, 2000; Wang et al, 2003). *orco*^*+*^ cell bodies are housed in antennae and maxillary palps, and their axons project into the antennal lobe (Fig. 1H). Bilateral antennal and maxillary palp ablation resulted in the degeneration and debris clearance of wild-type axons at 14 dpa. In contrast, severed *dnmnat*^*OE*^ projections remained extensively preserved (Fig. 1H,I). These results demonstrate that *dnmnat*^*OE*^ prevents axonal and synaptic degeneration for weeks after axotomy, regardless of the number of manipulated neurons. In subsequent experiments, we used 7 dpa to isolate the local translatome from severed projections, as morphology and synaptic function remained unchanged.

### Local axonal and synaptic translatomes of severed, preserved projections 1 week after axotomy

We sought to test whether the GFP-tagged large ribosomal subunit protein RpL10Ab (GFP::RpL10Ab) can be detected and thus used for translating ribosome affinity purification (TRAP) in severed projections (Thomas et al, 2012). While the Gal4/UAS-mediated expression of GFP::RpL10Ab was neither detected in 20 *or22a*^*+*^ nor 40 *JO*^*+*^ neurons, 800 *orco*^*+*^ neurons revealed a GFP signal in Western blots derived from heads (Fig. EV2). Thus, *orco*^*+*^ neurons were used for tissue-specific TRAP (Fig. 2A). Briefly, GFP::RpL10Ab was expressed in *orco*^*+*^ wild-type and *dnmnat*^*OE*^ olfactory organs. Both genotypes were subjected to antennal and maxillary palp ablations, and at 7 dpa, 300 heads were collected and snap-frozen each. Subsequently, axonal and synaptic-specific ribosomes were immunoprecipitated with anti-GFP antibody-coated magnetic beads, mRNAs extracted, and reverse transcribed to establish cDNA libraries (Fig. 2A, Methods).

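The TRAP data comprise 36 RNA-seq libraries of fly heads in 12 groups of 3. Heads came from 3 genotypes, uninjured or 7 dpa, and each group was sequenced as input (whole-head RNA) and as pulldown (RNA from the anti-GFP beads). Wild type carries *orco-Gal4* driving GFP::RpL10Ab, *dnmnat* OE carries in addition *UAS-dnmnat*, and background carries *orco-Gal4* alone, so its pulldowns contain no tagged ribosome. The input libraries were made from poly-A purified RNA and the pulldown libraries without that step, and neither was depleted of rRNA. The sample labels call the 3 libraries of a group technical replicates, whereas the paper's statement on replication speaks of biological ones. The spread between them is therefore given as SD with n = 3 libraries, which is not known to be a spread between animals. The authors deposited the read counts per gene from Htseq-Count, without normalization, after trimming, alignment to the genome and removal of unpaired reads. The counts were tested here with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of the 18 pulldown libraries. A transcript was called at an adjusted p of at most 0.05 and a log2 fold change beyond 0.6 in either direction, the thresholds of the paper. Of the 17611 genes in the counts, 7213 had enough counts to be tested in pulldowns. Inputs held between 6628633 and 22329307 counts on genes per library, and pulldowns between 644358 and 2057294. The medians at 7 dpa were 821035 counts in background, 994699 in wild type and 1338490 in *dnmnat* OE pulldowns. Htseq-Count set aside as ambiguous, because they overlap more than 1 gene, between 48.5% and 60.3% of the read pairs recorded for a pulldown library and at most 3.21% of those of an input library. The 20 most abundant genes took between 27.6% and 31.7% of the counts in *dnmnat* OE pulldowns at 7 dpa and between 39.8% and 49.0% in wild type, and the most abundant were rRNA pseudogenes. In uninjured pulldowns they took 26.1% to 36.1% in *dnmnat* OE and 46.7% to 51.1% in wild type, at median counts of 1585445 and 738509. Log2 counts of replicate libraries there correlated at 0.886 to 0.896 in *dnmnat* OE and 0.641 to 0.652 in wild type (Pearson's r). Comparisons before axotomy thus set libraries of unequal quality against each other. *Nmnat*, the gene overexpressed in *dnmnat* OE, lies on chromosome 3R from 24945237 to 24947400. Its level in 7 dpa pulldowns was 8.65 ± 5.50 CPM (counts scaled to the TMM-normalized library size; SD, n = 3) in *dnmnat* OE, 4.08 ± 4.05 in wild type and 9.41 ± 5.91 in background, from at most 23 counts in any *dnmnat* OE or wild type library of that day. In uninjured pulldowns it was 14.5 ± 6.7 CPM in *dnmnat* OE and 28.5 ± 18.7 in wild type. Inputs at 7 dpa held 20.2 CPM in *dnmnat* OE and 23.7 in wild type. The log2 fold change of *dnmnat* OE over wild type was 1.03 (standard error 0.97) in 7 dpa pulldowns and −0.99 (0.89) in uninjured pulldowns, with adjusted p = 0.83 and 0.62 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn, the 7 dpa value ran from 0.44 to 1.91 and the uninjured value from −1.43 to −0.59. A higher level of *Nmnat* was thus not detectable in these libraries, and the groups are named by their labels, so that *dnmnat* OE stands for libraries labelled *dnmnat* OE.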

**Figure 2:**
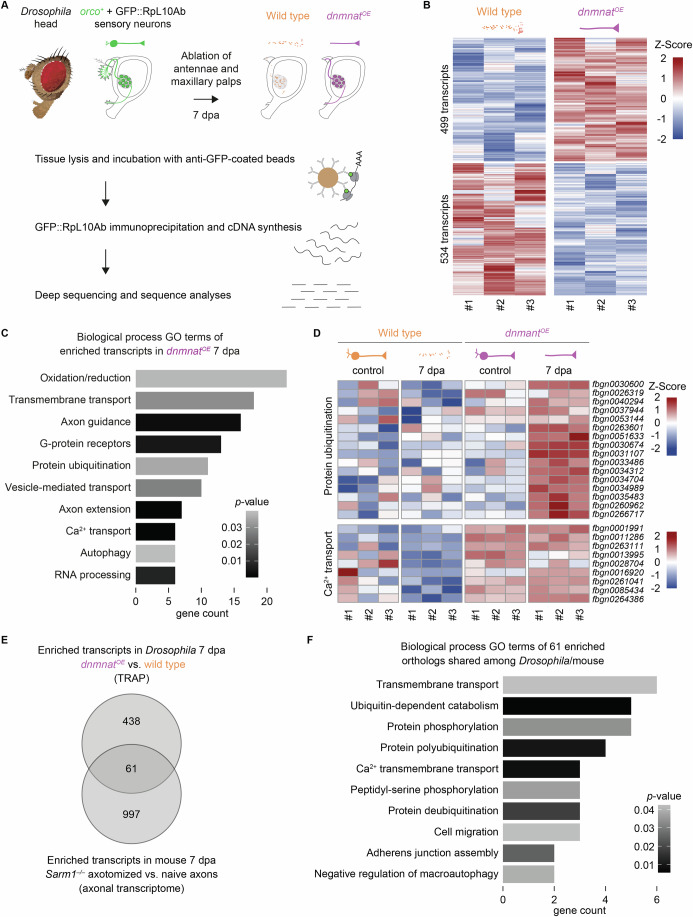
Identification of local translatomes in severed olfactory organ axons and synapses 1 week after axotomy. (**A**) Translating ribosome affinity purification (TRAP) as a strategy to isolate *orco*^*+*^ translatomes from severed axons and their synapses 7 dpa. (**B**) Heat map of 1033 differentially enriched transcripts between wild type and *dnmnat*^*OE*^ 7 dpa (Z-Score average) (*n* = 300 heads for each genotype and condition). (**C**) Gene ontology (GO) term enrichment analysis (biological processes) of 499 *dnmnat*^*OE*^-enriched transcripts (fold change value > 0.6); sorted and plotted by *p*-value. Ex*p*ression Analysis Systematic Explorer (EASE) score, a modified Fisher’s Exact test. (**D**) Heat map example of two significantly changed GO term groups, protein ubiquitination (*n* = 16) and Ca^2+^ transport (*n* = 9), respectively. (**E**) Venn diagram of 499 *Drosophila dnmnat*^*OE*^-enriched TRAP transcripts and 1058 mouse *Sarm1*^*–/–*^ KO transcripts (axonal transcriptome; axotomized versus naive axons (Jung et al, 2023)). (**F**) GO term analysis (biological processes) of 61 enriched *Drosophila*/mouse ortholog transcripts (fold change value > 0.6); sorted and plotted by *p*-value. Expression Analysis Systematic Explorer (EASE) score, a modified Fisher’s Exact test. Source data are available online for this figure.

**Figure EV2:**
Olfactory organ projections as a large-scale source to express and detect GFP-tagged ribosomal protein 10Ab. (**A**) Western blot of *Drosophila* heads with GFP-tagged ribosomal protein 10Ab (GFP::RpL10Ab) expressed in *orco*^*+*^ neurons. 4 heads/lane; arrow, molecular weight of GFP::RpL10Ab. (**B**) Quantification of GFP immunoreactivity by densitometry. Data, mean ± SEM (*n* = 3, three replicates of three biological experiments). Arbitrary units, A.U.; One-way ANOVA with Tukey’s multiple comparisons test; ****p < 0.0001; ns (not significant), *p* > 0.05.

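At 7 dpa, 188 transcripts differed between the pulldowns labelled *dnmnat* OE and wild type, 89 higher and 99 lower in *dnmnat* OE, and 794 had an unadjusted p under 0.05. The alternative that moved this number most was a DESeq2 Wald test fitted to all 36 libraries, inputs and pulldowns together, which was chosen after the data had been seen. It called 1033 transcripts, 499 of them higher, and these included 185 of the 188. In counts simulated without any difference between these groups, however, that DESeq2 fit still called 331 to 406 transcripts. The edgeR fit of the 18 pulldowns called 0 there. Of the 89 higher transcripts, 86 are on the paper's list of enriched transcripts, and all 99 lower ones are on its list of depleted transcripts. The largest rise among the transcripts with at least 50 counts on average was that of *Cyp4p2* (chromosome 2R, 9237512 to 9239831), from 13.4 ± 5.34 CPM (SD, n = 3) in wild type to 82.9 ± 18.4 in *dnmnat* OE. Its log2 fold change was 2.59 (standard error 0.57, adjusted p = 0.0023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sin3A* (2R, 12575240 to 12592917), which shares its locus with *ClC-b* and lncRNA:CR30055, rose by a log2 fold change of 2.43 (0.17, adjusted p = 1.6e-14 in the same test). In both cases the 3 *dnmnat* OE libraries lay above the 3 wild type libraries (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Both differed as much before axotomy, with log2 fold changes of 3.05 for *Cyp4p2* and 2.55 for *Sin3A* in uninjured pulldowns. With each library left out in turn, the first ran from 2.57 to 4.45, highest without wild type replicate 2, and the second from 2.42 to 2.81. In the inputs at 7 dpa *Cyp4p2* was higher in *dnmnat* OE by a log2 fold change of 2.16 (adjusted p = 3.2e-15 in the same test). The next largest rises were those of lncRNA:CR43459, *jeb* and *NaCP60E*. *jeb* was no longer called in 3 of the 6 fits that each left out 1 library, those without wild type replicate 1 (adjusted p = 0.14), wild type replicate 2 (0.057) or *dnmnat* OE replicate 2 (0.12). Among the lower transcripts, snRNA:U2:34ABa was at least 83.2-fold lower in *dnmnat* OE at 7 dpa and at least 80.8-fold lower in uninjured pulldowns, since the *dnmnat* OE libraries held at most 1 count. *NimC1* was lower by a log2 fold change of −4.52 (standard error 0.81) in pulldowns and of −6.11 in inputs. Of all 188 transcripts, 150 differed in the same direction in uninjured pulldowns, and 89 of them were also called there. Depth and spread together limit these counts. In counts simulated with the depth and spread of the pulldowns, the test recovered 74% of transcripts that differed 4-fold and 19% of those that differed 2-fold. The changed transcripts were drawn only from those above a minimum mean count, so recovery of rarer transcripts is not known.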

We identified 1033 differentially enriched axonal and synaptic transcripts in the two genotypes at 7 dpa, with 499 transcripts enriched in *dnmnat*^*OE*^ (Fig. 2B, Dataset EV1, EV7, EV8). These enriched transcripts, with a regularized logarithm (rLog) fold change value > 0.6 and a false discovery rate (FDR) < 0.05, were run through the database for annotation, visualization, and integrated discovery (DAVID) for gene ontology (GO) analyses of biological processes (Fig. 2C, Dataset EV2). Notably, we observed a significant transcript enrichment of Ca^2+^ transport (*p* = 0.00017), axon extension (*p* = 0.0004), axon guidance (*p* = 0.002), RNA processing (*p* = 0.007), as well as oxidation/reduction, ubiquitination, and transmembrane transport (*p* = 0.03 each, respectively) (Fig. 2C). 

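The 499 transcripts behind these GO terms, as the paper's supplement lists them, were followed in the counts. Their mean count over the 6 *dnmnat* OE and wild type pulldowns at 7 dpa was under 10 for 130 of them and under 50 for 283, and 432 had enough counts to be tested. All 432 were higher in *dnmnat* OE, with a median log2 fold change of 1.25, or 1.12 with the 60 transcripts at the floor of 3 counts set to their bound. Of these, 304 had an unadjusted p under 0.05. Called were 86 over all genes tested and 247 when adjusted over the list alone, and the second number is not independent evidence, since the list was chosen on these libraries. The same holds for the members of each GO term class. Of the Ca2+ transport transcripts, 7 of 8 tested were called, with a median log2 fold change of 1.53. In axon guidance and extension 13 of 24 were called, in transmembrane transport 12 of 28, in oxidation/reduction 8 of 27, in protein ubiquitination 4 of 16 and in RNA processing 2 of 6. The median of the oxidation/reduction class was 1.42, or 1.05 with 7 transcripts at their bound. In the inputs at 7 dpa the median log2 fold change of the 499 was 0.04, with 67 transcripts called higher and 47 lower. The Ca2+ transport class was lower in *dnmnat* OE inputs, with a median log2 fold change of −0.66 and 1 of 9 transcripts above 0 (adjusted p = 3.1e-04 from camera, a test of a gene set against all other genes, with Benjamini-Hochberg adjustment over the 9 classes). The oxidation/reduction class was higher there, with a median log2 fold change of 0.091, 9 of 30 transcripts called higher and none lower (adjusted p = 0.011 in the same test), and the other 7 classes were not past the threshold. The enrichment of GO terms itself was not recomputed, because DAVID's annotation was not used here.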

Similar observations in primary *Nmnat2*^*–/–*^ cortical neurons were previously reported, however, with an inversed altered transcriptional profile (Niou et al, 2022).

Next, we looked at the expression levels (e.g., rLog values) of our 499 identified GO term class transcripts (Fig. 2C) in the distinct conditions and genotypes (e.g., control, 7 dpa, wild type, and *dnmnat*^*OE*^, respectively) (see Methods for details). 

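For the 16 transcripts of the paper's protein ubiquitination class, pulldowns of uninjured heads labelled *dnmnat* OE and wild type differed by a median log2 fold change of 0.29, or 0.23 with the 1 transcript at the floor set to its bound. Of the 16, 11 were above 0, none was called and 2 had an unadjusted p under 0.05. As a set they were not past the threshold before axotomy (adjusted p = 0.27 from camera with Benjamini-Hochberg adjustment over the 9 classes), whereas fry, a rotation test set as an alternative, gave an adjusted p of 2.1e-04. At 7 dpa all 16 were above 0, with a median of 1.16, and 4 were called over all genes tested, against 8 when adjusted over the list alone. *HERC2* (chromosome X, 20394395 to 20412247) had the smallest adjusted p of the class. Its pulldown level at 7 dpa was 1447 ± 66.0 CPM (SD, n = 3) in *dnmnat* OE, 536 ± 104 in wild type and 520 ± 84 in background. The log2 fold change of *dnmnat* OE over wild type was 1.43 (standard error 0.14, adjusted p = 5.8e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 1.28 and 1.51 with each library left out in turn. In uninjured pulldowns *HERC2* was at 451 ± 36.3 CPM in *dnmnat* OE and 325 ± 22.3 in wild type, a log2 fold change of 0.47 (adjusted p = 0.030 in the same test) that does not reach the threshold of 0.6. The change of the difference with axotomy was 0.96 (adjusted p = 0.0015). *hiw* (X, 15010137 to 15063429) was at 430 ± 12.5 CPM in *dnmnat* OE and 229 ± 31.3 in wild type at 7 dpa, a log2 fold change of 0.91 (0.17, adjusted p = 3.8e-04), and did not differ before axotomy (0.03). Its change with axotomy was 0.88 (adjusted p = 0.032), a call that 9 of the 12 fits leaving out 1 library lost. In the inputs at 7 dpa *hiw* was lower in *dnmnat* OE by a log2 fold change of −0.77. *HUWE1* and *Bruce* were called at 7 dpa with log2 fold changes of 0.83 and 0.65, and neither differed past the threshold in uninjured pulldowns. *HUWE1* was also higher in the inputs at 7 dpa, by a log2 fold change of 0.61 (adjusted p = 1.4e-07 in the same test). *Bruce* was no longer called without wild type replicate 2 (0.57) or *dnmnat* OE replicate 2 (0.58). For each of these 4 transcripts the 3 *dnmnat* OE libraries at 7 dpa lay above the 3 wild type libraries (exact permutation test, two-sided p = 0.1, the smallest possible). The change with axotomy of the whole class was 0.73 (median log2), positive for 15 of 16 transcripts. This value is not independent of the choice of the class, since its members were picked for their rise at 7 dpa in these libraries.

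**Figure D1:**
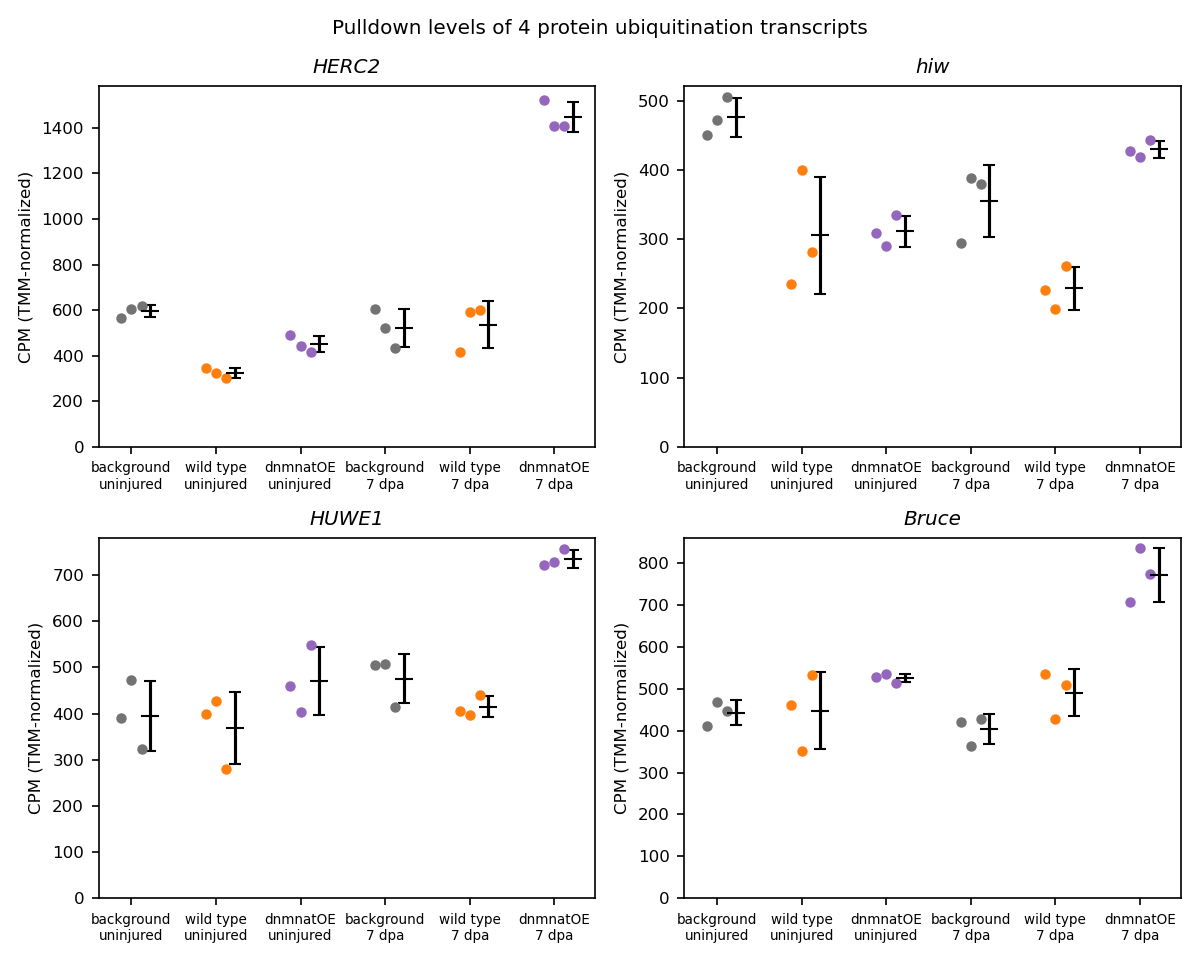
Pulldown levels of *HERC2*, *hiw*, *HUWE1* and *Bruce* in CPM after TMM normalization, for the 3 genotypes uninjured and at 7 dpa. Points are single libraries and black bars give the mean with its SD (n = 3). At 7 dpa the *dnmnat* OE libraries of *HERC2* average 1447 CPM against 536 in wild type.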

Interestingly, protein ubiquitination transcripts were the sole GO term class enriched in *dnmnat*^*OE*^ solely after axotomy (Fig. 2D, Dataset EV2, EV7). In contrast, transcripts of Ca^2+^ transport were already enriched before axotomy, suggesting a potential transcriptional response to *dnmnat*^*OE*^ (Fig. 2D). 

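In pulldowns of uninjured heads, the Ca2+ transport transcripts had a median log2 fold change of 0.46 in libraries labelled *dnmnat* OE over wild type, which ran from 0.36 to 0.79 with each library left out in turn and was highest without wild type replicate 1. All 8 tested members were above 0 and 3 were called, both over all genes and when adjusted over the list alone (adjusted p = 7.6e-04 for the class from camera with Benjamini-Hochberg adjustment). The ninth member, *nompC*, had too few counts to be tested. *RyR* (chromosome 2R, 8860364 to 8888097) was at 283 ± 17.2 CPM (SD, n = 3) in uninjured *dnmnat* OE pulldowns, 87.0 ± 23.8 in wild type and 179 ± 6.89 in background. Its log2 fold change over wild type was 1.70 (adjusted p = 9.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) before axotomy and 1.75 (standard error 0.25, adjusted p = 1.3e-06) at 7 dpa, where it was at 249 ± 46.3 CPM in *dnmnat* OE and 73.6 ± 5.58 in wild type. *Ca-alpha1D* (2L, 16165831 to 16190540) differed by 1.52 before axotomy and 1.43 at 7 dpa. For *cac* (X, 11931280 to 11985087) the uninjured value rests on few libraries. It was at 220 ± 9.61 CPM in *dnmnat* OE and 104 ± 89.6 in wild type, a log2 fold change of 1.08 (adjusted p = 0.025 in the same test). Leaving out wild type replicate 2 raised it to 2.06, leaving out wild type replicate 3 lowered it to 0.75, and 4 of the 6 fits that each left out 1 library no longer called it. At 7 dpa its log2 fold change was 1.63 (0.32, adjusted p = 6.0e-04). Most other members were called at 7 dpa and not in uninjured pulldowns, which by itself does not show a change with axotomy. *Ca-alpha1T* had a log2 fold change of 1.41 at 7 dpa against 0.33 in uninjured pulldowns, and its change with axotomy was 1.09 (adjusted p = 0.021 in the same test), which 7 of the 12 leave-one-out fits no longer called. Its uninjured value ran from 0.13 without wild type replicate 2 to 0.53 without wild type replicate 1. *NaCP60E* had a log2 fold change of 0.50 in uninjured pulldowns, which was not called. Its change with axotomy was 1.35 (adjusted p = 0.0069 in the same test), or 1.12 and not called without wild type 7 dpa replicate 3. At 7 dpa *stj* was called with 1.63, *Nckx30C* with 0.69 in a call kept only where *dnmnat* OE replicate 3 was left out (0.76), and *Calx* was not called (0.62, adjusted p = 0.35). The changes with axotomy of *stj* (1.26, adjusted p = 0.16) and *Nckx30C* (0.66, adjusted p = 0.22 in the same test) were not called. Whole-head RNA moved the other way for several of these transcripts. In inputs at 7 dpa *RyR* was lower in *dnmnat* OE by a log2 fold change of −1.87, *Ca-alpha1D* by −0.83 and *Ca-alpha1T* by −0.78 (−0.55 without wild type replicate 2). From the presence of the class before axotomy, the paper proposes a transcriptional response to *dnmnat* OE itself.

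**Figure D2:**
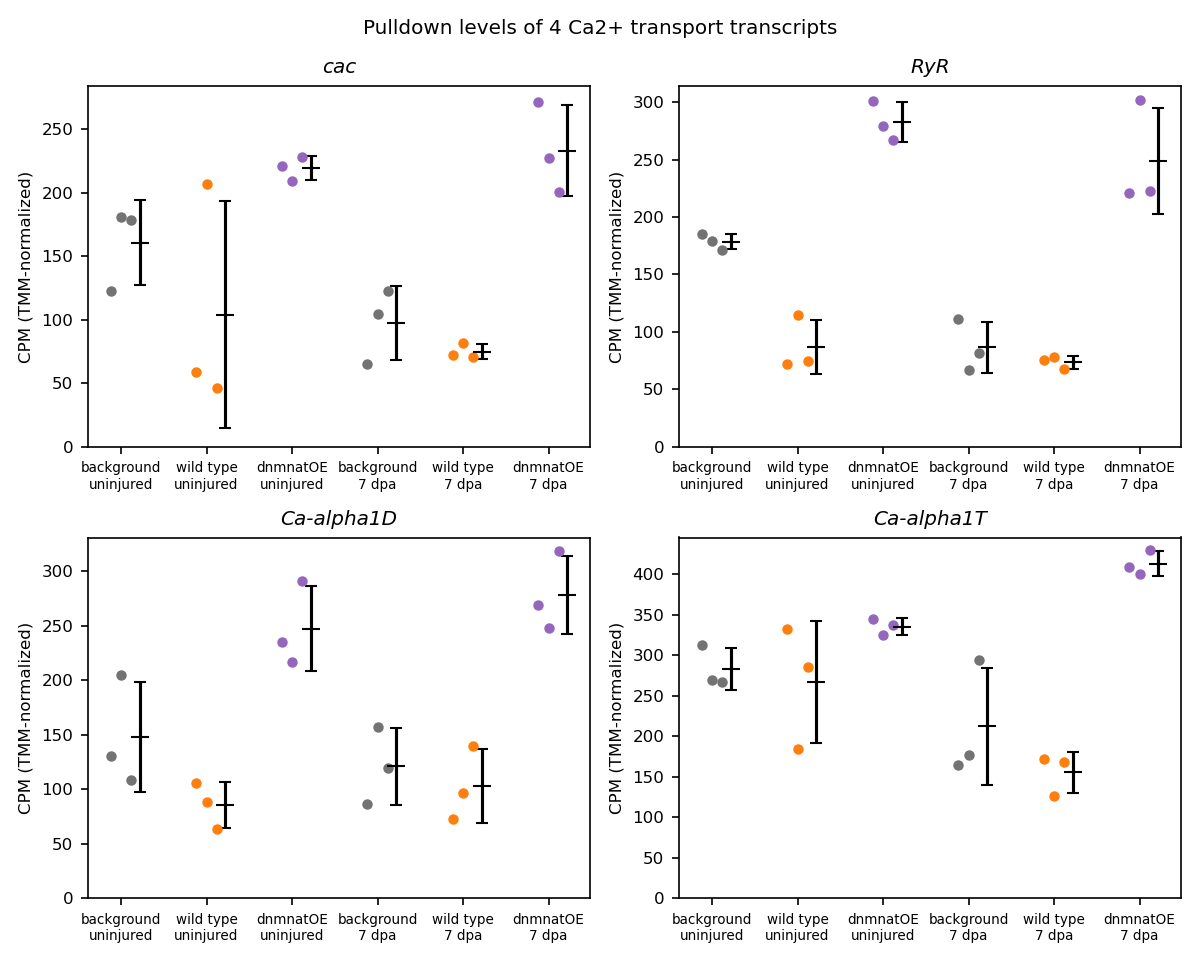
Pulldown levels of *cac*, *RyR*, *Ca-alpha1D* and *Ca-alpha1T* in CPM after TMM normalization, for the 3 genotypes uninjured and at 7 dpa. Points are single libraries and black bars give the mean with its SD (n = 3), where 1 wild type library raises the uninjured mean of *cac* to 104 CPM.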

We made a similar observation with transcripts related to axon guidance and extension, G-protein receptors, transmembrane transport, vesicle-mediated transport, autophagy, RNA processing, and 50% of the transcripts of oxidative stress (Fig. EV3, Dataset EV2, EV7). 

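The other 7 classes were examined in the same way in uninjured pulldowns. By camera with Benjamini-Hochberg adjustment, axon guidance and extension (median log2 fold change 0.33, 16 of 24 above 0, adjusted p = 0.022) and transmembrane transport (0.39, 24 of 28 above 0, adjusted p = 0.0019) were higher in libraries labelled *dnmnat* OE than in wild type. Without wild type replicate 1 the first median was 0.15 and the class not called (adjusted p = 0.16 from camera), while the second median rose to 0.69, and without wild type replicate 3 neither class was called (0.051 for both). With the 1 transmembrane transport transcript at the floor set to its bound, its median was 0.35. Oxidation/reduction transcripts had a median of 0.55, or 0.37 with 5 at their bound. Of the 27 tested, 19 were above 0, 1 was called higher and 2 lower, and the class was not past the threshold (adjusted p = 0.15 from camera). All 6 autophagy transcripts were above 0 (median 0.50, adjusted p = 0.14 from camera). Of them 1 was called, *cac*, and 4 of the 6 leave-one-out fits lost that call. For the other three classes no enrichment was detectable before axotomy. G-protein receptor transcripts had a median of −0.16 with 3 of 9 above 0, RNA processing transcripts of −0.42 with 1 of 6 above 0, and vesicle-mediated transport transcripts of 0.04 with 9 of 17 above 0. None of these transcripts was called, and 5 had an unadjusted p under 0.05, of which 2 were higher in *dnmnat* OE. The sign of the G-protein receptor median changed when wild type replicate 1 (0.23) or *dnmnat* OE replicate 3 (0.06) was left out, and that of vesicle-mediated transport when the replicate number was added to the model (−0.02). The RNA processing median ran from −0.55 to −0.17 with each library left out in turn, and was highest without wild type replicate 1. Of the 3 classes that camera called before axotomy, all were also called by fry, which called protein ubiquitination, oxidation/reduction and autophagy in addition. All Ca2+ transport transcripts are also members of the transmembrane transport class, so the calls of these classes are not independent. With the correlation between genes estimated from the data, camera called the Ca2+ transport class alone (adjusted p = 0.014). The difference between libraries labelled *dnmnat* OE and wild type rose with axotomy in all 9 classes, with medians between 0.57 for autophagy and 1.46 for RNA processing. The members were picked for their rise at 7 dpa in these libraries, so this change is not independent evidence.

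**Figure D3:**
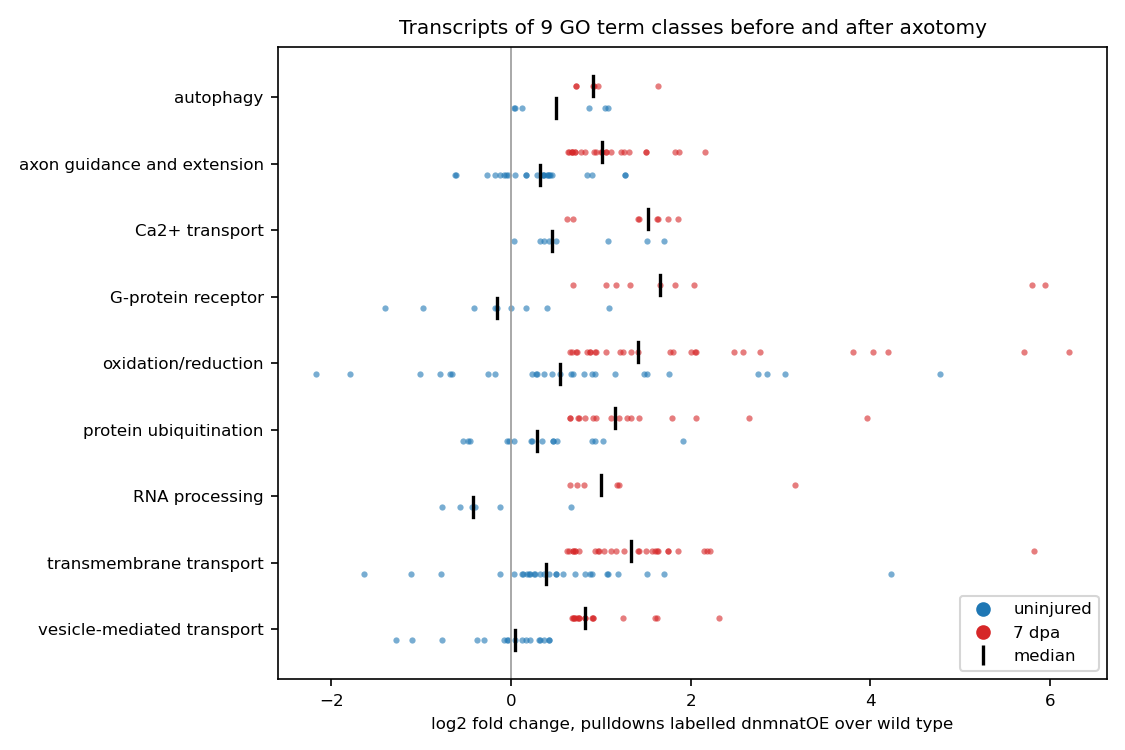
Log2 fold change of libraries labelled *dnmnat* OE over wild type for the transcripts of the 9 GO term classes, in uninjured pulldowns (blue) and at 7 dpa (red). Each point is the fitted value of 1 transcript, transcripts at the floor included, and the black bar is the class median. Before axotomy the medians run from −0.42 for RNA processing to 0.55 for oxidation/reduction.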

Our analyses revealed enriched, *dnmnat*^*OE*^-independent and dependent transcripts of distinct biological GO terms.

**Figure EV3:**
Heat maps of biological process GO terms significantly enriched in *dnmnat*^*OE*^ 7 dpa. (**A**) Heat map of oxidation/reduction process transcripts (*n* = 30). (**B**) Heat map of axon guidance and extension transcripts (*n* = 24). (**C**) Heat map of G-protein receptor transcripts (*n* = 13). (**D**) Heat map of transmembrane transport transcripts (*n* = 30). (**E**) Heat map of vesicle-mediated transport transcripts (*n* = 19). (**F**) Heat map of autophagy transcripts (*n* = 6). (**G**) Heat map of RNA processing transcripts (*n* = 6). Expression levels, Z-Score average.

A recent study examined in vivo mRNA decay in mammals by analyzing the axonal transcriptome in severed axons of *Sarm1*^*–/–*^ mice (Jung et al, 2023). mRNAs were collected from *Sarm1*^*–/–*^ retinal ganglion cell (RGC) axons at 7 dpa and compared to naive (uninjured) axons of the same genotype. Notably, while *Sarm1*^*–/–*^ mice have a different genotype than *dnmnat*^*OE*^ flies, both genotypes prevent the activation of programmed axon degeneration after axotomy (Fang et al, 2012; Gilley and Coleman, 2010; Osterloh et al, 2012). The comparison of the two 7 dpa datasets (*Sarm1*^*–/–*^ axonal transcriptome vs. *dnmnat*^*OE*^ TRAP translatome) revealed 61 enriched, orthologous mouse/*Drosophila* transcripts in both datasets (Fig. 2E). Biological GO term analyses revealed an enrichment of transcripts involved in protein polyubiquitination (*p* = 0.009), Ca^2+^ transmembrane transport (*p* = 0.008), and transmembrane transport (*p* = 0.042) (Fig. 2F, Dataset EV3). Therefore, our analysis of mouse and *Drosophila* orthologs revealed a common set of enriched biological GO term transcripts after axotomy.

We also implemented an additional control using TRAP-seq from *orco–Gal4* alone (background) to further restrict our analyses (Fig. 3A). Both wild-type and *dnmnat*^*OE*^ samples were filtered against this background (Fig. 3B–D, Dataset EV1, EV4, EV5, EV7). 

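Against the 3 background pulldowns of 7 dpa, 220 transcripts differed in wild type, 160 of them higher, and 338 in libraries labelled *dnmnat* OE, 180 of them higher. Respectively, 983 and 1042 transcripts had an unadjusted p under 0.05. The paper's lists for Fig. 3B,C hold 159 of the 160 and 176 of the 180 higher transcripts. In both comparisons the DESeq2 fit to all 36 libraries moved the number most, to 1351 and 1461. In counts simulated without any difference, that fit called medians of 274 and 371 transcripts. The largest rise in both comparisons was that of 7SLRNA:CR32864 (chromosome 3R, 6822500 to 6822798), the RNA of the signal recognition particle. It was at 635 ± 97.4 CPM (SD, n = 3) in wild type, 318 ± 35.3 in *dnmnat* OE and 3.32 ± 2.43 in background, from at most 6 counts in a background pulldown. These are log2 fold changes of 7.43 in wild type and 6.44 in *dnmnat* OE, and 6.89 and 4.94 in uninjured pulldowns. Summed with its second copy, 7SLRNA:CR42652, the group means were 186 to 615 CPM in tagged and 10.8 to 23.7 CPM in background pulldowns, before TMM factors. Next came *CG5162* and *phu* in wild type (log2 fold changes 3.95 and 3.10) and *Lsp2* in *dnmnat* OE (3.45). With each library left out in turn, the wild type value of *CG5162* ran from 3.46 to 5.50. That of 7SLRNA:CR32864 ran from 7.12 to 8.24, and both were highest without background 7 dpa replicate 1. *Rh6*, a photoreceptor transcript, was lower in wild type than in background by a log2 fold change of −1.48. Across genes, the fold changes of the 2 comparisons were correlated (Pearson's r = 0.598), but both use the same background libraries, and simulated counts without any difference gave 0.512. Genes are not independent replicates.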

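Of the 89 transcripts called higher in pulldowns labelled *dnmnat* OE than in wild type at 7 dpa, 42 were also called higher than in background. Removing 1 that was called higher in wild type than in background left 41 transcripts. The remaining 47 were not called in *dnmnat* OE against background, and 7 of the 89 were called lower in wild type than in background. Of the 41, 39 are among the filtered transcripts of Fig. 3E. Because the *dnmnat* OE libraries enter both comparisons, some overlap arises without any relation between them. In 5 simulations with unrelated 3-fold changes, between 13 and 21 transcripts were left. The DESeq2 fit to all 36 libraries left 165, and a median of 30 in counts simulated without any difference. Leaving out 1 library at a time in the main fit left between 31 and 38.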

The additional stringent filtering led to the identification of 165 transcripts in *dnmnat*^*OE*^ at 7 dpa (Fig. 3E). However, the biological GO term analyses of both strategies showed that most transcripts were similar to those found in the initial dataset (Figs. 2F, 3F, Dataset EV3, EV6), where protein ubiquitination and Ca^2+^ transport appeared significantly enriched in the local translatome datasets.

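Of the 41 transcripts left after filtering here, 5 belong to the Ca2+ transport class (*cac*, *RyR*, *Ca-alpha1D*, *Ca-alpha1T* and *NaCP60E*) and 3 to the protein ubiquitination class (*Bruce*, *HERC2* and *HUWE1*). The filtered list of the paper holds the same 5 and 7 members of these classes. Against background at 7 dpa, all 8 tested Ca2+ transport transcripts were higher in libraries labelled *dnmnat* OE, with a median log2 fold change of 1.09 and 5 called. In wild type all 8 were below background, with a median of −0.43. None was called there, and 3 had an unadjusted p under 0.05. The 16 protein ubiquitination transcripts had a median of 0.59 in *dnmnat* OE and −0.27 in wild type against background. The members of both classes were picked for their rise over wild type in these libraries, so these values are not independent of that choice. In counts simulated without any difference, the transcripts that the DESeq2 fit to all 36 libraries called higher in *dnmnat* OE than in wild type had medians of 0.59 in *dnmnat* OE and −0.87 in wild type against background. From GO term analyses of its own lists, the paper states that protein ubiquitination and Ca2+ transport appeared enriched in the local translatome.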

**Figure 3:**
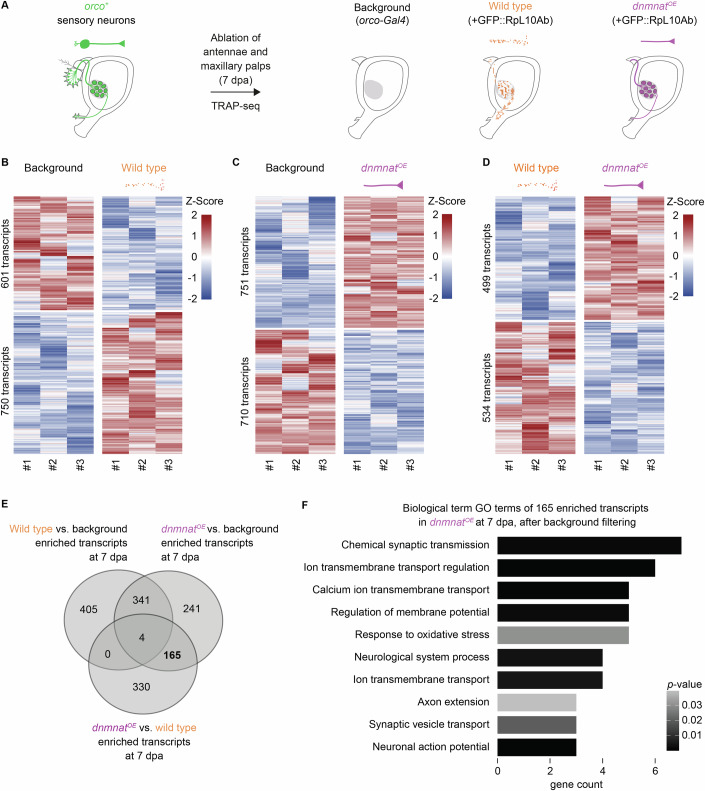
Background filtering of transcriptional profiles. (**A**) Strategy implemented for background filtering. (**B**) Heat map of 1351 transcripts differentially expressed in wild type (*orco* > *GFP::RpL10Ab*) compared to background (*orco–Gal4*) 7 dpa. (**C**) Heat map of 1461 transcripts differentially expressed in *dnmnat*^*OE*^ (*orco* > *GFP::RpL10Ab*, *dnmnat*) compared to background (*orco–Gal4*) 7 dpa. (**D**) Heat map of 1033 transcripts differentially expressed in *dnmnat*^*OE*^ (*orco* > *GFP::RpL10Ab*, *dnmnat)* compared to wild type (*orco* > *GFP::RpL10Ab*) 7 dpa. Data, Z-Score average. (**E**) Venn diagram of 750 transcripts enriched in wild type (compared to background), 751 transcripts enriched in *dnmnat*^*OE*^ (compared to background), and 499 transcripts enriched in *dnmnat*^*OE*^ (compared to wild type) 7 dpa. (**F**) Biological process GO term analysis of 165 enriched transcripts in *dnmnat*^*OE*^ after background filtering (fold change value > 0.6); sorted and plotted by *p*-value. Expression Analysis Systematic Explorer (EASE) score, a modified Fisher’s Exact test. Source data are available online for this figure.

### A robust automated and high-accuracy antennal grooming detection system as a readout for preserved synaptic function

We aimed to validate whether the identified candidate transcripts are required to preserve synaptic function in severed, preserved projections 1 week after axotomy. Given the large number of candidates, we decided to develop a system that rapidly detects antennal grooming behavior since manual analysis is labor-intensive.

We developed two neural networks that perform frame-wise scoring of the movement of forelegs on antennae, e.g., antennal grooming behavior. Briefly, Network 1 identifies the head region of the animal and enables the reduction of the analysis on a small area of the recording (Fig. 4A). Network 2 uses this area and overlays three frames to identify pixel-wise standard deviations to generate a compressed image for antennal grooming behavior detection (Methods) (Fig. 4A). The system was trained and validated to identify grooming or no grooming events in these compressed images, resulting in a frame-wise probability of antennal grooming (Figs. 4A and EV4A). After training, the system produced probability scores similar to the manual scores of antennal grooming made by the trained observer (Fig. 4B).

**Figure 4:**
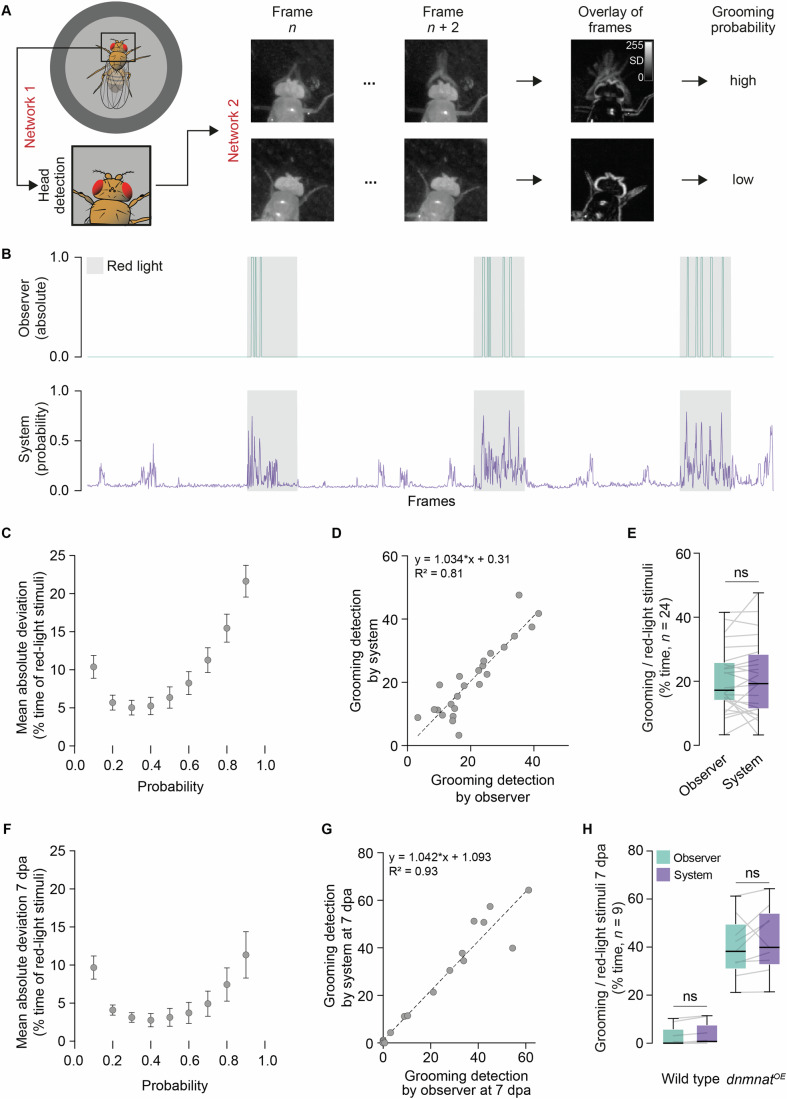
Automated high-accuracy antennal grooming behavior detection system. (**A**) Illustration of the two-network system for head and antennal grooming detection (networks 1 and 2, respectively). (**B**) Examples of antennal grooming scores by the observer (absolute) and the system (probability); green and purple, top and bottom, respectively. Gray, 10 s 10 Hz red-light stimulus. (**C**) Mean absolute deviation of grooming detection between observer and system (mean ± SEM; % time of red-light stimuli; *n* = 22 animals). (**D**) Linear regression of grooming detection by system and observer (% time of red-light stimuli; probability ≥ 0.3; *n* = 24 animals). (**E**) Grooming detection quantified by observer and system (% time of red-light stimuli, *n* = 24 animals). Data, box (interquartile) and whisker (minimum and maximum, respectively) plot, with minimum, lower quartile (Q1), median, upper quartile (Q3), and maximum. Paired two-tailed t-student test. (**F**) Mean absolute deviation between manual and automatic grooming detection after axotomy (7 dpa; mean ± SEM; % time of red-light stimuli; *n* = 22 animals). (**G**) Linear regression of grooming detection between observer and system at 7 dpa (% time of red-light stimuli; probability ≥0.4; *n* = 18 animals). (**H**) Grooming detection quantified by observer and system at 7 dpa (% time of red-light stimuli, *n* = 9 animals). Paired two-tailed t-student test; ns, *p* > 0.05. Source data are available online for this figure.

**Figure EV4:**
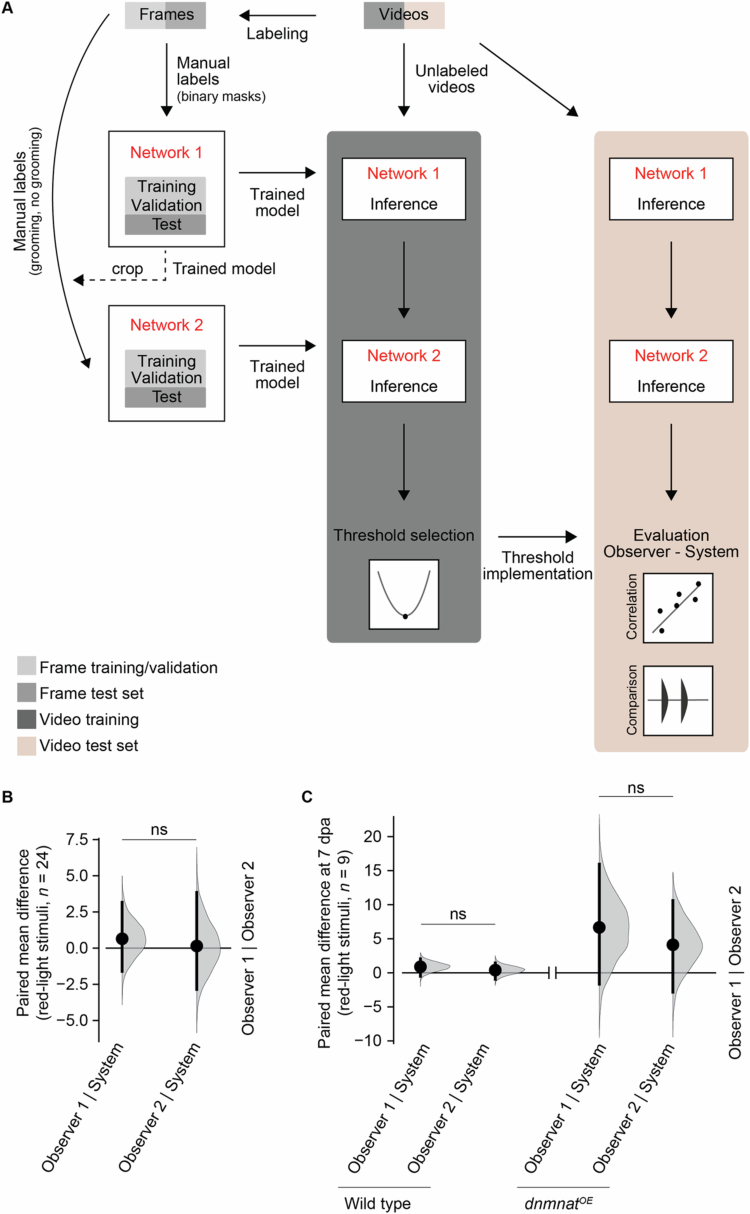
Dual-network training and evaluation pipeline for automated grooming detection and comparison with observer scores. (**A**) Illustration of Network 1 and 2 training and testing pipelines. Raw videos were split into training and test sets (gray and red, respectively). Video frames from the training set were manually labeled to identify the position of the head in the image (e.g., binary mask) and assign the grooming or no grooming labels. Network 1 was trained, validated, and tested on its own training set (frames). Network 2 was trained, validated, and tested on the labeled frames cropped by Network 1. Both networks, once trained, were used to determine the optimal threshold value of grooming detection using the same training set (raw videos). Finally, the test set (raw videos) was used to evaluate the accuracy of the system by comparing its performance with the scores of the observer. (**B**) Standard deviation between grooming scores given by each observer to the same uninjured wild-type animal (*n* = 24 animals). (**C**) Standard deviation between grooming scores given by each observer to the same wild type and *dnmnat*^*OE*^ at 7 dpa (*n* = 9 animals). The line break denotes the separation between the controls for each genotype. The plots illustrate the similarity between the standard deviations of observer 1 versus the system and observer 2 versus the system, as compared to the standard deviation observed among observers (horizontal black line, mean, number of frames). Non-parametric one-way ANOVA (Friedman test) with Dunn multiple comparisons test; ns, *p* > 0.05.

To identify the probability cutoff where the quantification difference between the probability score assigned by the system and the manual score by the observer is minimal, the mean absolute differences were plotted in a probability-dependent manner (Fig. 4C). Once the probability threshold was determined, the system was further validated by a test set. A minimal difference was observed with a probability ≥0.3 (Fig. 4C). A linear regression between system and observer scores confirmed a strong correlation with a ≥0.3 probability cutoff (Fig. 4D). Despite the >93% performance achieved by the system on the test set (Methods), we further compared the detection of antennal grooming from the system with the scores from the observer on the test set. Grooming detection was not statistically significant between the system and the observer (Fig. 4E). We therefore conclude that our newly established two-network system plots accurate probabilities of evoked antennal grooming (Movie EV1).

We employed this system primarily after antennal ablation. However, we observed that even the presence or absence of antennae has a significant impact on the performance of network 2. We used a second training set of videos where antennae were removed (e.g., 7 dpa) to identify grooming or no-grooming events in compressed images after axotomy. We repeated the same procedure with ablated antennae and determined a ≥0.4 probability cutoff where the difference between the system and the manual scores was minimal (Fig. 4F). A linear regression between system and observer scores revealed a similar strong correlation (Fig. 4G). We used newly recorded videos where antennal grooming detection was compared between wild type and *dnmnat*^*OE*^ at 7 dpa with no statistical difference between the system and the observer (Fig. 4H), confirming the accuracy of the predictions (Movies EV2 and EV3).

To validate the accuracy of the system, we compared the grooming detection output of the system with manual scores obtained by two independent observers in uninjured controls and at 7 dpa. The result of the system was in line with both observers. It suggests the system produces scores in the range of the variability measured among observers (Fig. EV4B,C).

We also tested whether different experimental conditions affect grooming behavior picked up by the observer or system. We combined two distinct temperatures (20 and 25 °C, respectively) with red-light intensities (8 and 14 mW/cm^2^, respectively). While red-light intensities did not alter the behavior, temperature-dependent nuances were identified by both the system and the observer. Animals groomed significantly more at 25 °C (Fig. EV5). Thus, the system reliably detects the behavior of evoked antennal grooming and can be used to perform unbiased screens to identify subtle behavioral changes.

**Figure EV5:**
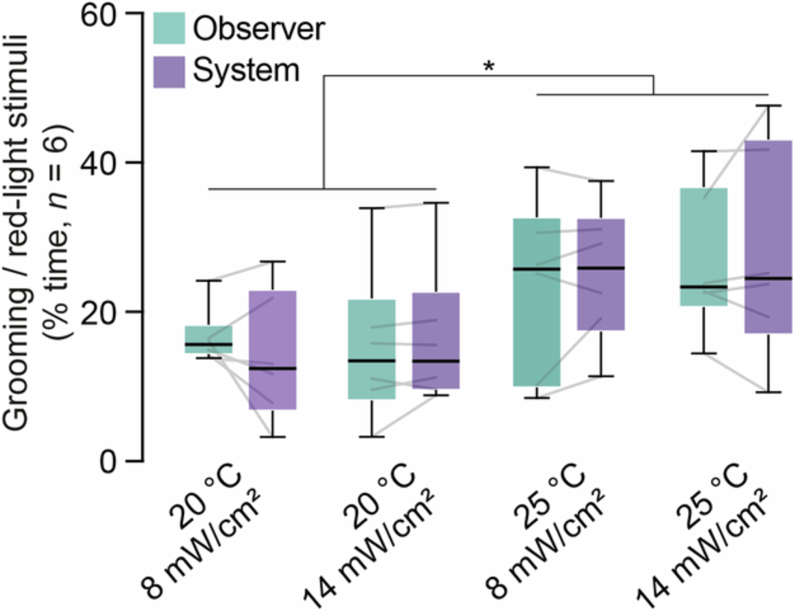
Detection of temperature-dependent changes in antennal grooming. Quantification of antennal grooming detection by observer and system in wild-type flies with CsChrimson expressed in JO neurons of 7-day-old animals (green and purple, respectively; probability, ≥0.3; % time of red-light stimuli; *n* = 6 animals). Data, box (interquartile) and whisker (minimum and maximum, respectively) plot, with minimum, lower quartile (Q1), median, upper quartile (Q3), and maximum. Three-way ANOVA; *p < 0.05.

### RNAi-mediated knockdown of protein ubiquitination and Ca^2+^ transport candidates alter preserved synaptic function

We used our automated grooming detection system to validate candidates from our translatome dataset for preserved synaptic function after axotomy. Highly translated mRNAs are selectively degraded in axons; thus, their pools decrease over time (Jung et al, 2023). In our paradigm, while uninjured and injured *dnmnat*^*OE*^ animals harbor a robust antennal grooming behavior, the specific candidate RNAi-mediated knockdown should reduce the behavior specifically at 7 dpa (Fig. 5A).

**Figure 5:**
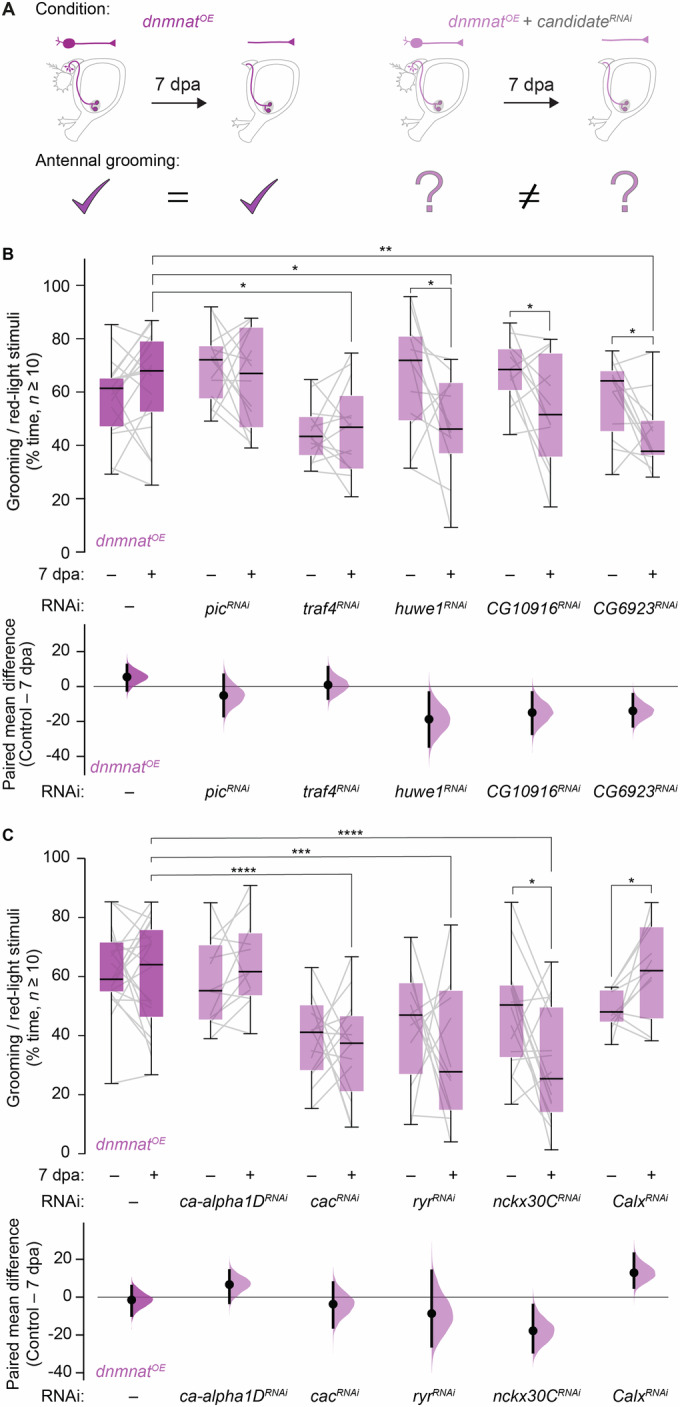
RNAi-mediated knockdown of candidates involved in protein ubiquitination and Ca^2+^ transport required for preserved synaptic function 1 week after axotomy. (**A**) RNAi-based strategy to identify candidates required for synaptic function. (**B**) Top, screen of protein ubiquitination candidate genes. Grooming as % time of red-light stimuli. Data, box (interquartile) and whisker (minimum and maximum, respectively) plot, with minimum, lower quartile (Q1), median, upper quartile (Q3), and maximum. Bottom, paired mean difference as bootstrap sampling distribution (dot, mean difference; vertical bar, 95% confidence interval, respectively, *n* ≥ 10 animals). (**C**) Top, screen of Ca^2+^ transport candidate genes. Bottom, paired mean difference. Data, % time of red-light stimuli (*n* ≥ 10 animals). Paired two-tailed t-student and two-way ANOVA with Dunnett’s multiple comparisons test; ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05. Source data are available online for this figure.

The comparisons of the mammalian dataset with our background filtering strategy prompted us to validate protein ubiquitination and Ca^2+^ transport GO term classes (Figs. 2E,F and 3E,F). The expression of candidate genes overlapped among *orco*^*+*^*and JO*^*+*^ sensory neurons, supporting our subsequent validation in *JO*^*+*^ neurons. Due to the design of the screen, we expressed CsChrimson from the X rather than from the second chromosome, as previously done. However, the grooming behavior remained unaltered regardless of the source of CsChrimson (Fig. 1G; Appendix Fig. S1). In *dnmnat*^*OE*^*JO*^*+*^ neurons, we targeted 9 enriched protein ubiquitination candidates by RNAi in uninjured controls and at 7 dpa. We observed three major phenotypes. First, several candidate RNAi experiments did not change evoked antennal grooming behavior in uninjured controls or at 7 dpa, e.g., *pic*^*RNAi*^ (Fig. 5B; Appendix Fig. S2A). Second, reduced grooming was observed in uninjured controls and at 7 dpa, e.g., *traf4*^*RNAi*^ (Fig. 5B). Third, grooming behavior was unaltered in uninjured controls but reduced at 7 dpa, e.g., *huwe1*^*RNAi*^ and the uncharacterized coding gene 10916 (*CG10916*^*RNAi*^). RNAi-mediated knockdown of *CG6923* exhibited the most substantial decrease in evoked grooming behavior at 7 dpa (Fig. 5B). Importantly, among the three phenotypes, the morphology of the projections harbored no overt signs of degeneration (Fig. 5B; Appendix Fig. S3A). Our RNAi-mediated approach suggests that the identified transcripts by TRAP involved in protein ubiquitination are required to sustain *dnmnat*^*OE*^-mediated synaptic function 1 week after axotomy.

Perturbed axonal Ca^2+^ homeostasis often results in axon degeneration (Stirling and Stys, 2010). Thus, we also performed RNAi-mediated knockdown of 7 identified Ca^2+^ transport candidate transcripts. We observed similar phenotypes as described above. In *JO*^*+*^*dnmnat*^*OE*^ neurons, knockdown of several candidates did not alter evoked antennal grooming behavior in uninjured controls and at 7 dpa, including the pore-forming alpha^1^ subunit D of the L-type voltage-gated Ca^2+^ channel (*ca-alpha1D*^*RNAi*^) (Fig. 5C; Appendix Fig. S2B). RNAi-mediated knockdown of *cacophony* (*cac*^*RNAi*^) reduced the behavior in uninjured controls and at 7 dpa (Fig. 5C). Knockdown of the endoplasmatic reticulum ryanodine receptor (*ryr*^*RNAi*^) required for Ca^2+^ release from intra-axonal stores also decreased grooming in uninjured controls and at 7 dpa. In contrast, RNAi-mediated knockdown of the Na^+^/K^+^/Ca^2+^ exchanger *nckx30C* (*nckx30C*^*RNAi*^) resulted in a reduced behavior solely at 7 dpa (Fig. 5C), as observed with two different RNAi constructs (Appendix Fig. S2C). We also identified *calx*^*RNAi*^ with an increased grooming behavior solely at 7 dpa (Fig. 5C). The severed projections appeared similarly preserved compared to their controls (Fig. 5C; Appendix Fig. S3B). Our observation provides further evidence that the transcripts involved in Ca^2+^ identified by TRAP are crucial for *dnmnat*^*OE*^*-*mediated preservation of synaptic function.

The RNAi-based validation of the candidates identified by TRAP prompted us to ask whether a direct impairment of local translation alters synaptic function. We sought to test mTOR signaling, which is required for local axonal translation following nerve axotomy (Terenzio et al, 2018). Raptor is a component of the mTOR complex 1 (mTORC1) and regulates protein synthesis through ribosomal protein S6 kinase (S6k) (Fig. 6A). Notably, *raptor* was enriched at 7 dpa in our dataset (Fig. 2B). 

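*raptor* (FBgn0029840) lies on chromosome X from 6082634 to 6090201, where asRNA:CR44959 and *Mipp2* overlap it. Its level in pulldowns at 7 dpa was 120 ± 14.7 CPM (SD, n = 3) in libraries labelled *dnmnat* OE, 63.3 ± 19.0 in wild type and 63.9 in background. The log2 fold change of *dnmnat* OE over wild type was 0.92 (standard error 0.33), and it was not called (adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A DESeq2 Wald test on the same libraries called it (adjusted p = 0.027), as did the edgeR fit to all 36 libraries (0.041). The 3 *dnmnat* OE libraries lay above the 3 wild type libraries (exact permutation test, two-sided p = 0.1, the smallest possible), and with each library left out in turn the log2 fold change stayed between 0.74 and 1.17. Uninjured pulldowns did not differ detectably, with 82.3 ± 13.6 CPM in *dnmnat* OE and 79.4 ± 13.2 in wild type. The change with axotomy was 0.88 (adjusted p = 0.41 in the same test). In inputs at 7 dpa *raptor* did not differ detectably, with a log2 fold change of 0.26 (adjusted p = 0.35 in the same test) that was 0.0043 without *dnmnat* OE replicate 2 and 0.47 without *dnmnat* OE replicate 3.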

We performed RNAi-mediated knockdown of *raptor* and *s6k*. In *JO*^*+*^*dnmnat*^*OE*^ neurons, *raptor*^*RNAi*^ decreased behavior in uninjured controls, and at 7 dpa, we observed a statistically non-significant trend of a further decrease (Fig. 6B). In contrast, *s6k*^*RNAi*^ harbored a significantly impaired evoked antennal grooming behavior at 7 dpa (Fig. 6B). As previously observed, the severed projections remained morphologically preserved (Fig. 6B; Appendix Fig. S3C). To support the *s6k*^*RNAi*^ findings, we performed a time-course analysis where evoked antennal grooming was measured at 1, 3, 5, and 7 dpa in the same animal (Fig. 6C; Appendix Fig. S4). We observed that the evoked antennal grooming behavior of *dnmnat*^*OE*^ controls did not change over time (R^2^ = 0.06236, with *p* = 0.0742), while *s6k*^*RNAi*^ resulted in a significant decrease (R^2^ = 0.2490, with *p* = 0.0006). Our observations support the notion that the identified transcripts by TRAP may be locally translated in severed axons and their synapses under the control of mTOR signaling to sustain their function.

**Figure 6:**
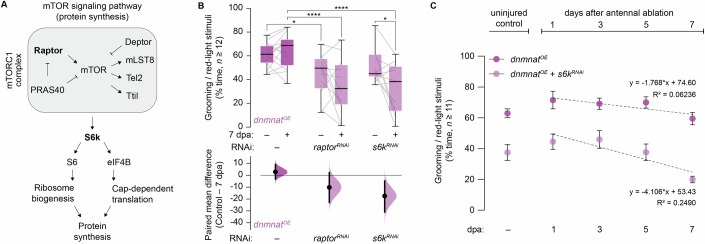
RNAi-mediated candidate knockdown of mTOR signaling reduces preserved synaptic function 1 week after axotomy. (**A**) Protein synthesis mediated by the mTOR signaling pathway. Bold, candidates tested by RNAi. (**B**) RNAi-mediated knockdown of *raptor* and *s6k* result in reduced antennal grooming after axotomy. Top, Grooming as % time of red-light stimuli. Data, box (interquartile) and whisker (minimum and maximum, respectively) plot, with minimum, lower quartile (Q1), median, upper quartile (Q3), and maximum. Bottom, paired mean difference as bootstrap sampling distribution (dot, mean difference; vertical bar, 95% confidence interval, respectively, *n* ≥ 12 animals). Data, % time of red-light stimuli (*n* ≥ 12 animals). Paired two-tailed t-student test and two-way ANOVA with Dunnett’s multiple comparisons test; ****p < 0.0001; *p < 0.05. (**C**) RNAi-mediated knockdown of *s6k* results in a faster reduction of antennal grooming after axotomy. Top, illustration of time-course analysis. Bottom, linear regression analysis of grooming (% time of red-light stimuli; *n* ≥ 11 animals). Source data are available online for this figure.

## Discussion

Here, we investigated how severed projections, with attenuated programmed axon degeneration, employ local protein synthesis to sustain synaptic function for at least 1 week after axotomy. We over-expressed *Drosophila* Nmnat (*dnmnat*^*OE*^) to attenuate programmed axon degeneration, thus preserving axonal morphology and synaptic function after axotomy. dNmnat/NMNAT2 is evolutionarily conserved and consumes NMN as a substrate to generate NAD^+^ in an ATP-dependent manner (Brazill et al, 2017; Llobet Rosell et al, 2022; Zhai et al, 2009, 2006).

The discovery of the Wallerian degeneration slow (*Wld*^*S*^) mouse provides the basis for our current understanding of the preserving NMNAT function (Lunn et al, 1989). In *Wld*^*S*^, a complex genomic rearrangement led to the fusion of the N-terminal 70 amino acids of UBE4b and full-length NMNAT1, referred to as WLD^S^ (Mack et al, 2001). The *Wld*^*S*^ coding gene is inserted as a triplication between *Ube4b* and *Nmnat1*. It results in over-expressed WLD^S^, which is relocated from the nucleus to the axon. After axotomy, WLD^S^ persists in the severed axon, while endogenous NMNAT2 is rapidly degraded (Gilley and Coleman, 2010), resulting in preserved axonal morphology and synaptic function (Mack et al, 2001). Various studies confirmed the morphological preservation mediated by dNmnat in *Drosophila* (Fang et al, 2012; Llobet Rosell et al, 2022; MacDonald et al, 2006). Therefore, high levels or degradation-insensitive variants of dNmnat/NMNAT are a powerful tool for attenuating programmed axon degeneration and studying how severed projections remain preserved.

Here, we used an untagged dNmnat (Zhai et al, 2006) and observed that the morphological preservation lasts for at least 2 weeks in multiple neurons. It contrasts previous observations where the overexpression of N-terminal Myc-tagged dNmnat preserved axonal morphology for ~5 days after axotomy (MacDonald et al, 2006). This enhanced neuroprotection may be attributed to untagged dNmnat or different expression levels due to distinct transgene insertion sites.

After axotomy, in the soma-attached proximal axon, axonal regeneration is initiated through mTOR-mediated local axonal translation (Terenzio et al, 2018). More broadly, mTORC1 signaling mediates translation and tissue regeneration in axolotl compared to non-regenerative tissue in mice (Zhulyn et al, 2023). Surprisingly, severed distal *Wld*^*S*^ projections also harbor increased numbers of polyribosomes, suggesting that local protein synthesis may be in place to exert preservation (Court et al, 2008). We therefore hypothesized that severed projections engage maintenance through local protein synthesis. This appears in stark contrast with preserved *Wld*^*S*^ axonal morphology that does not depend on local translation (Gilley and Coleman, 2010). Nevertheless, we revisited this question in the context of preserved synaptic function.

Local mRNA translation in axons and synapses is less abundant than in cell bodies (Glock et al, 2021). To increase the biological tissue for TRAP, we identified *orco–Gal4*, which labels 800 olfactory receptor neurons with cell bodies housed in antennae and maxillary palps (Larsson et al, 2004). Their cell bodies can be readily ablated without killing the animals. However, we observed an increase in mortality in wild type but not in animals with preserved projections at 14 dpa (e.g., *orco*^*+*^*dnmnat*^*OE*^). To avoid the loss of animals, we used 7 dpa to perform TRAP and translatome analyses.

Our study identified around 500 enriched transcripts by TRAP in severed, preserved projections of adult flies at 7 days after axotomy. Many transcripts are associated with oxidative/reduction processes, a response known to be activated after axotomy to counteract the increased production of reactive oxygen species (ROS) (Llobet Rosell and Neukomm, 2019). Furthermore, we identified vesicle-mediated transport transcripts to facilitate pre- and postsynaptic communication. In addition, we isolated transcripts associated with RNA processing. RNA-binding proteins regulate mRNA axonal transport and local translation (Ederle and Dormann, 2017; Ishiguro et al, 2016; Thelen and Kye, 2020). This could suggest that translationally silent mRNAs may be stored locally and utilized to produce multiple copies of a protein when needed, providing an efficient response mechanism in emergencies (Jung et al, 2012). Among them was the RNA-binding protein 4F (Rnp4F), encoding an evolutionarily conserved RNA-binding protein. 

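*Rnp4F* (FBgn0014024) lies on chromosome X from 5318928 to 5322696 and shares part of its locus with *Sas10*, so that read pairs over both genes were set aside as ambiguous unless counted by strand, which the paper's text does not state. In 7 dpa pulldowns it was at 56.3 ± 19.6 CPM (SD, n = 3) in libraries labelled *dnmnat* OE and 25.1 ± 6.5 in wild type. This log2 fold change of 1.18 (standard error 0.54) was not called (adjusted p = 0.38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).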

We also identified uncharacterized genes, *CG32533* and *CG1582*, which are predicted to possess RNA binding and helicase activity. 

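*CG32533* (FBgn0052533) lies on chromosome X from 19474156 to 19479411 and overlaps *narya* and *mRpS14*. In 7 dpa pulldowns it was at 34.1 ± 7.5 CPM (SD, n = 3) in libraries labelled *dnmnat* OE, 3.56 ± 1.86 in wild type and 39.3 ± 29 in background. The wild type value comes from 1, 5 and 4 counts. The log2 fold change of *dnmnat* OE over wild type was 3.16 (standard error 0.78, adjusted p = 0.0096 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without wild type replicate 1 it was 2.86 and no longer called (adjusted p = 0.069, against at most 0.046 when any other of the 6 libraries was left out). The independent filtering of DESeq2 on the 18 pulldowns gave it no adjusted p. Uninjured pulldowns differed by −0.43, or by 0.16 without wild type replicate 1, and the change with axotomy was 3.59 (standard error 1.02, adjusted p = 0.035 in the same test), a call that 9 of 12 leave-one-out fits lost. *CG1582* (X, 10894747 to 10899302) was at 143 ± 13.0 CPM in *dnmnat* OE and 81.6 ± 22.7 in wild type at 7 dpa. Its log2 fold change of 0.82 (0.37) was not called (adjusted p = 0.36), and in uninjured pulldowns it was −0.77, or −1.20 and called without wild type replicate 1.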

Our findings thus add complexity to RNA processing and local translation.

In addition, our analysis revealed two types of transcriptional enrichments. We examined the transcripts in preserved projections compared to their wild-type controls and also considered the genetic background (e.g., wild type vs. *dnmnat*^*OE*^). One GO-term class of transcripts, protein polyubiquitination, was enriched exclusively in severed preserved *dnmnat*^*OE*^ projections, as a marker for protein degradation. This increase suggests that protein degradation, generally in balance with protein synthesis, provides new amino acids for local translation (Ding et al, 2007; Jarome and Helmstetter, 2014). This enrichment indicates a response to axotomy, independent of the genetic background. In line with our observation, a recent study used *Sarm1*^*–/–*^ knockout axons to investigate mRNA decay, resulting in a comprehensive transcriptomic profile (Jung et al, 2023). The comparison of both datasets revealed a common significant enrichment of transcripts associated with protein ubiquitination. Thus, local translation could be activated as a response to axotomy in preserved projections. In contrast, all other GO-term classes were enriched in uninjured *dnmnat*^*OE*^ controls, suggesting that *dnmnat*^*OE*^ changes the neuronal transcriptome.

Combining identified conserved mouse/*Drosophila* transcripts with a more stringent filtering approach revealed an enrichment of transcripts related to Ca^2+^ transport/homeostasis. A conditional knockout (cKO) of *Nmnat2* in cortical glutamatergic neurons supports our observations, where transcriptomic analyses revealed that NMNAT2 loss results in a significantly reduced Ca^2+^ transport/homeostasis (Niou et al, 2022). In line with our observations, elevated Ca^2+^ levels can activate calpain proteases to execute axon degeneration (Yang et al, 2015). Intriguingly, voltage-dependent sodium channels are among the targets of calpains. The channel degradation leads to increased axonal Ca^2+^ and subsequent axon degeneration (Iwata et al, 2004; Llobet Rosell and Neukomm, 2019; Rishal and Fainzilber, 2014).

Highly translated mRNAs are selectively degraded in axons; thus, their pools decrease over time (Jung et al, 2023). We used an RNAi-based screen to lower the neuronal mRNA pool. Before injury, in projections, the pool may offer sufficient mRNA substrates for local translation. However, 7 days post axotomy, the pool may be below the threshold where local translation is significantly reduced. There, it could result in reduced grooming behavior if the candidates are involved in sustaining synaptic function.

Interestingly, *traf4*^*RNAi*^ and *cac*^*RNAi*^ reduced grooming in non-axotomized animals. Since their projections appeared unaffected, it suggests that *traf4* and *cac* harbor a more general function in neuronal communication. In contrast, we identified candidates that resulted in reduced grooming solely after axotomy. Lowering their mRNA pools did not affect grooming in non-axotomized animals but resulted in reduced grooming specifically after axotomy. Since neuronal morphology remained unaffected, it is tempting to speculate that such candidates are locally translated to sustain synaptic function. Among them are genes in protein ubiquitination (*huwe1, CG10916*, and *CG6923*), and *nckx30c* involved in Ca^2+^ homeostasis. Remarkably, we also observed increased grooming solely after axotomy in *calx*^*RNAi*^ animals. Further studies are required to dissect the underlying mechanism.

Identified candidates and their subsequent validation led us to speculate that local protein synthesis forms the basis for preserved synaptic function. Since we observed increased *raptor* transcripts in *dnmnat*^*OE*^ at 7 dpa, we conducted knockdown experiments targeting *raptor* and *s6k*, mediators of the mTORC1 pathway. The specific reduction of evoked antennal grooming behavior after axotomy with *s6k*^*RNAi*^ suggests an intricate involvement of the mTORC1 pathway in regulating preserved synaptic function through local translation.

Based on our observations, we propose that severed projections with attenuated programmed axon degeneration employ local protein synthesis through mTOR signaling. Among the translated transcripts are candidates that help to cope with the turnover of already translated polypeptides by polyubiquitination and Ca^2+^ buffering. This model is supported by the impairment of either local translation or Ca^2+^ transport and polyubiquitination candidates, resulting in reduced synaptic function.

Altogether, our findings support the hypothesis of the “autonomous axon” (Alvarez, 2001), where local protein synthesis, with a pool of mRNAs, ensures the continued functional adjustments of projections where a nucleus is far away or the soma cut-off. In some insects, the soma is entirely absent due to the selective evolutionary pressure of brain miniaturization, where anucleate axons continue to contribute to the behavior for the life span (Polilov, 2017, 2012). Interestingly, severed axons persist for weeks to months in various invertebrates and some vertebrates (Bittner, 1991, 1988). Here, local translation could ensure sustained maintenance of synaptic plasticity, which we observe in our model of impaired Wallerian degeneration.

Our comprehensive dataset revealed different uncharacterized genes in *Drosophila* linked to human diseases associated with impaired axonal transport and local translation. *CG13531* is an enigmatic gene with implications in axon extension and synaptic vesicle transport. 

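*CG13531* (FBgn0034786) lies on chromosome 2R from 22847832 to 22853827 and overlaps *CG3649*. In 7 dpa pulldowns it was at 125 ± 18.0 CPM (SD, n = 3) in libraries labelled *dnmnat* OE and 60.3 ± 19.9 in wild type. A log2 fold change of 1.06 (standard error 0.39) resulted, which was not called (adjusted p = 0.19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called by a DESeq2 Wald test on the same libraries (adjusted p = 0.026) and by the edgeR fits to all 36 libraries (0.021) and to the 6 libraries compared (0.037). In inputs of the same heads it was higher in *dnmnat* OE by a log2 fold change of 0.64, or 0.52 without *dnmnat* OE replicate 1, which is under the threshold.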

Human ortholog(s) are predicted to be linked to Charcot-Marie-Tooth type 2X, amyotrophic lateral sclerosis type 5, and hereditary spastic paraplegia 11 (Yamaguchi et al, 2021; Yamaguchi and Takashima, 2018; Zhang et al, 2018). These observations highlight Wallerian degeneration, and the fruit fly, as powerful systems to gain further insights into human disease. Identifying and characterizing conserved fly/mammalian genes may therefore provide novel therapeutic avenues to slow or halt human axonopathies.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental Models**		
*Drosophila melanogaster*		RRID:NCBITaxon_7227
	*R60E02–Gal4*	Hampel et al, 2015
	*orco–Gal4*	BDSC_26818
	*or22a–Gal4*	BDSC_9952
	*drp1–Gal4*	Neukomm et al, 2014
	*ase–FLP* ^*2b*^	Neukomm et al, 2014
	*UAS–dnmnat*	BDSC_39699
	*UAS–mCD8::GFP (II)*	Neukomm et al, 2014
	*UAS–mCD8::GFP (III)*	Neukomm et al, 2014
	*UAS–CsChrimson (X)*	BDSC_55134
	*UAS–CsChrimson (II)*	BDSC_55135
	*UAS–GFP::RpL10Ab*	BDSC_42683
	*UAS–pic* ^*RNAi*^	BDSC_33888
	*UAS–traf4* ^*RNAi*^	BDSC_55226
	*UAS–huwe1* ^*RNAi*^	BDSC_36715
	*UAS–CG10916* ^*RNAi*^	BDSC_36611
	*UAS–CG6923* ^*RNAi*^	BDSC_32448
	*UAS–ca-alpha1D* ^*RNAi*^	BDSC_33413
	*UAS–cac* ^*RNAi*^	BDSC_77174
	*UAS–ryr* ^*RNAi*^	BDSC_65885
	*UAS–nckx30c* ^*RNAi*^	BDSC_63570
	*UAS–calx* ^*RNAi*^	BDSC_28306
	*UAS–raptor* ^*RNAi*^	BDSC_41912
	*UAS–s6k* ^*RNAi*^	BDSC_42572
**Recombinant DNA**		
**Antibodies**		
Magnetic agarose GFP-Trap beads	PROTEINTECH	GTMA-20
Rabbit anti-GFP	Abcam	RRID:AB_305564
Mouse anti-Tubulin	Sigma	RRID:AB_477593
Chicken anti-GFP	Rockland	RRID:AB_1537402
Mounse anti-Brp	DSHB	RRID:AB_2314866
Goat anti-rabbit IgG (H + L) Dylight 800	Thermo Fisher Scientific	RRID:AB_2633284
Goat anti-mouse IgG (H + L) Dylight 680	Thermo Fisher Scientific	RRID:AB_2633278
Goat anti-chicken IgY (H&L) DyLight 488	Abcam	RRID:AB_10681017
Goat anti-mouse IgG (H + L) Alexa Fluor 546	Thermo Fisher Scientific	RRID:AB_2737024
**Oligonucleotides and other sequence-based reagents**		
**Chemicals, Enzymes and other reagents**		
Protease inhibitor	Sigma-Aldrich	P8340
Nucleospin RNA plus kit	Takara Bio	U0984B
Nucleospin RNA plus kit XS	Takara Bio	U0990B
Cycloheximide	Nacalai Tesque	06741-04
Ribonucleoside vanadyl complexes	Sigma-Aldrich	R3380
RNasin® Ribonuclease Inhibitor	PROMEGA	N2511
KCl	Nacalai Tesque	28538-75
MgCl_2_	Nacalai Tesque	20935-05
NP-40	Sigma-Aldrich	NP40S
DTT	Fujifilm Wako	047-08973
Tris	Thermo Fisher Scientific (Pierce)	17926
β-mercaptoethanol	Sigma-Aldrich	M6250
Protein low-binding tube	Eppendorf	0030 108.116
All trans-retinal	Sigma-Merck	R2500-1G
**Software**		
FastQC	http://www.bioinformatics.babraham.ac.uk/projects/fastqc	N/A
Trimmomatic	Bolger et al, 2014	N/A
Hista2	Kim et al, 2015	N/A
SAMtools	Danecek et al, 2021	N/A
HTSeq-count	Anders et al, 2015	N/A
DESeq2	Love et al, 2014	N/A
DAVID	Huang et al, 2009	N/A
R statistical software	https://www.R-project.org/ R v2022.07.2 + 576	N/A
R package: dplyr	https://CRAN.R-project.org/package=dplyr	N/A
R package: pheatmap	https://CRAN.R-project.org/package=pheatmap	N/A
R package: ggplot2	https://ggplot2.tidyverse.org	N/A
EthovisionXT17 (Noldus Information Technologies)	https://www.noldus.com/ethovision-xt	N/A
Python 3.7.3 (Python Software Foundation)	https://www.python.org	N/A
FIJI (ImageJ 1.54i)	10.1038/nmeth.2019	N/A
GraphPad Prism 10.2.3	https://www.graphpad.com/	N/A
Estimation Statistics	https://www.estimationstats.com/#/	N/A
**Other**		
Illumina NovaSeq 6000 SP Whole sequencer	Illumina	N/A

### Husbandry and genetics

*Drosophila melanogaster* was used to perform experiments. Animals were raised on Nutri-Fly Bloomington Formulation food at 25 °C on a 12 h:12 h light-dark cycle unless otherwise specified; genotypes (Table EV1).

### Wing axotomy assay and axonal preservation analysis

#### Wing assay

Animals were aged for 5–10 days at 20 or 25 °C. Wing injuries were applied as previously described (Llobet Rosell et al, 2022; Paglione et al, 2020). Briefly, one wing of each anesthetized animal was cut with micro scissors roughly in the middle, and was returned to an individual vial.

#### Axonal preservation analysis

The distal, cut-off wing was mounted on a microscopy slide in Halocarbon Oil 27 and covered with a coverslip. The number of neuronal cell body clones in the cut-off wing was counted with an epifluorescence microscope. It represents the number of injured axons. The second wing was kept as uninjured control for subsequent analysis. To count intact or degenerated axons at 7 and 14 days post-axotomy (dpa), the injured and uninjured control wings were mounted and imaged using a spinning disk microscope.

### Antennal and maxillary palp ablation, brain dissection, immunohistochemistry, image acquisition and analysis

#### Antennal or antennal and maxillary palp ablation

Animals were aged for 5–10 days at 25 °C. Anesthetized animals were subjected to bilateral antennal ablation or bilateral antennal and maxillary palp ablation with high precision and ultra-fine tweezers (Paglione et al, 2020). Animals were recovered in food-containing vials for a specified time.

#### Brain dissection

Adult brains were dissected at 7 and 14 dpa with the corresponding uninjured control, using a modification of a previously described protocol (Paglione et al, 2020).

#### Immunohistochemistry

Decapitated adult heads were pre-fixed in 4% paraformaldehyde (PFA) in 0.1% Triton X-100 in 1x phosphate-buffered saline (PBS), pH 7.4 (PTX) for 20 min at room temperature (RT), and subsequently washed in PTX for 5 × 2 min. The dissection of the brains was performed in PTX, followed by brain fixation in 4% formaldehyde in PTX for 10 min at RT. After fixation, the brains were washed in PTX for 5 × 2 min and blocked in 10% normal goat serum (Jackson Immuno) in PTX (blocking solution) for 1 h at RT. Primary antibody incubation was performed in a blocking solution containing 1:1000 chicken anti-GFP (Rockland) and 2 µg/ml mouse anti-nc82 (DSHB) over night at 4 °C. Brains were washed with PTX for 3 × 10 min at RT and incubated with secondary antibodies in PTX, including 1:200 goat anti-chicken IgY (H&L) DyLight 488 (Abcam) and 1:500 goat anti-mouse IgG (H + L) Alexa Fluor 546 (ThermoFischer) for 2 h at RT. Brains were washed with PTX for 3 × 10 min at RT and mounted in Vectashield.

#### Image acquisition and analysis

Images were acquired along the z-axis with a step size of 0.6 μm using a Nikon Spinning Disk confocal microscope. Image quantification was analyzed with ImageJ (NIH).

### Western blots

For each genotype, 20 adult heads were ground in 100 µl of Laemmli sample buffer (2 heads/10 µl) and heated for 10 min at 95 °C. 20 µl of the resulting lysate was loaded per well into 4–12% SurePAGE^TM^ gels (GeneScript) with MOPS running buffer for higher molecular weight proteins. Protein separation was carried out at 80 V. Precision Plus Protein^TM^ Kaleidoscope^TM^ Prestained Protein Ladder (Bio-Rad) was used as a molecular weight marker. The proteins were wet-transferred onto PVDF membranes (Bio-Rad) at 110 V for 70 min at 4 °C. Membranes were washed with Tris-buffered saline (TBS) containing 0.1% Tween^®^ 20 (Merk) (TBS-T) for 5 min at RT. Membranes were blocked with 5% milk (Carl-Roth) in TBS-T for 1 h at RT, and incubated in a blocking solution containing primary antibodies, including 1:5000 rabbit anti-GFP (Abcam), and 1:15000 mouse anti-Tubulin (Sigma), over night at 4 °C. Membranes were rinsed with TBS-T for 3 × 10 min and incubated with secondary antibodies in 5% milk in TBS-T, including 1:10,000 goat anti-rabbit IgG (H + L) Dylight 800, and 1:10,000 goat anti-mouse IgG (H + L) Dylight 680 (ThermoFisher), for 1 h at RT. Membranes were then rinsed with TBS-T for 3 × 10 min before signal acquisition. Fluorescent signals were acquired using Odissey® DLx (LI-COR), and image quantification was performed with ImageJ (NIH) through densitometric analysis.

### Translation ribosome affinity purification (TRAP)

#### Preparation of samples

The ribosomal pulldown was performed by adapting the already described protocol (Rozenbaum et al, 2018). In brief, for each genotype and condition, 300 adult animals were collected, snap-frozen in liquid nitrogen and stored at −80 °C before processing. The frozen samples were homogenized using 2–3% weight per volume of homogenization buffer (100 mM KCl, 12 mM MgCl_2_, 1% NP-40, 50 mM Tris, pH 7.4) supplemented with β-mercaptoethanol (10 µl/ml buffer solution). The lysate was centrifuged at 10,000 rpm for 10 min at 4 °C, and the supernatant was collected in a protein low-binding tube. 10% was kept for the input and stored at −80 °C.

#### Preparation of beads

For each sample, 50 µl of magnetic agarose GFP-Trap beads (Proteintech, GTMA-20) were added to a RNase/DNase-free microcentrifuge tube. The beads were rinsed with homogenization buffer supplemented with 1 mM DTT, 150 µg/ml cycloheximide, 450 U/ml RNasin® Ribonuclease Inhibitor (Promega, N2511) 10 mM ribonucleoside vanadyl complexes (RVC, Sigma-Aldrich, R3380) and protease inhibitor (Sigma-Aldrich, P8340).

#### GFP pulldown

The homogenized heads were incubated with magnetic agarose GFP-Trap beads (Proteintech, GTMA-20) to pulldown ribosomes with associated mRNAs at 4 °C over night. The beads were washed in high salt buffer (300 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mM DTT, 150 µg/ml Cycloheximide, 450 U/mL RNasin® Ribonuclease Inhibitor (Promega, N2511), protease inhibitor (Sigma-Aldrich, P8340), 50 mM Tris, pH 7.4) 3 × 5 min at 4 °C. Immediately after removing the final high salt wash buffer, samples were placed in a magnet, and 350 µl of lysis buffer was added to the beads (LB, RNA plus Kit for the inputs or LB1, RNA Plus XS kit, for the pulldowns). RNA was extracted from ribosomes bound to the beads according to the NucleoSpin RNA (Takara Bio, U0984B) (input) and RNA Plus XS (Takara Bio, U0990B) (pulldowns) kit manufacturer’s recommendations.

### Library preparation, sequencing, and data analysis

The library preparation was performed with poly-A purification for input samples and skipped poly-A for the pulldowns, both without rRNA depletion. The libraries were sequenced on Pair End, using an Illumina NovaSeq 6000 SP Whole sequencer, with 150 bp determined. All reads were analyzed by a quality control check using FASTQC, followed by trimming with Trimmomatic (Bolger et al, 2014), where unpaired reads and adapter sequences were removed based on the quality scores. Then, another control quality check was performed.

Trimmed high-quality reads were aligned to the *Drosophila* genome (*Drosophila melanogaster*/dmel_r6.43_FB2021_06) using Hisat2 (Kim et al, 2015). The alignment files were sorted, indexed, and converted with Samtools to count reads with Htseq-Count (Anders et al, 2015). Library normalization and statistical analysis of differentially expressed genes (DEG) were analyzed by DESeq2 (Love et al, 2014), considering an adjusted *p-*value ≤ 0.05 and regularized logarithm (rLog) fold change smaller than −0.6 (downregulated) or greater than 0.6 (upregulated).

Gene Ontology (GO) term enrichment analysis for biological processes was performed with the Database for Annotation, Visualization, and Integrated Discovery (DAVID) 6.8 (Huang et al, 2009). Statistical analyses and data visualization were conducted in R using the base, dplyr, pheatmap, and ggplot2 packages.

In Figs. 2D and EV3, the following procedure was applied to each class: for example, under protein ubiquitination, significantly enriched classes were used to avoid eliminating potential candidates: protein ubiquitination (GO:0016567) and protein ubiquitination involved in ubiquitin-dependent protein catabolic process (GO:0042787). The rLog data from the newly generated gene list was used to generate a heat map to assess transcript enrichment in different conditions (e.g., control and 7 dpa, respectively) and genotypes (e.g., wild type and *dnmnat*^*OE*^, respectively). The analysis was repeated for each GO term class (Fig. 2C).

### Comparative analysis with published dataset

For the comparative analysis with the mammalian data, transcripts with adjusted *p-*value ≤ 0.05 and log2 Fold Change >0.6 (upregulated) were selected from Table S6B in (Jung et al, 2023). For rapid identification of orthologs, the list of the selected Ensembl Gene ID was analyzed with the *Drosophila* Integrative Ortholog Prediction Tool (DIOPT; http://www.flyrnai.org/diopt) (Hu et al, 2011). Only orthologs with high rank, best score, and DIOPT score ≥2 were chosen to compare with our dataset.

### Optogenetics-induced antennal grooming behavior

Genetic crosses were performed in the darkness on standard cornmeal food in aluminum-covered vials supplemented with 200 µM all-trans retinoic acid (Hampel et al, 2015; Paglione et al, 2020). Optogenetic experiments to induce antennal grooming were conducted in the dark. Animals were visualized and recorded using an 850 nm infrared light source at an intensity of 2 mW/cm^2^ (Mightex, Toronto, CA). For CsChrimson activation, a 656 nm red-light source (Mightex) was used at 8 or 14 mW/cm^2^ intensities. Animals were subjected to a 10 s 10 Hz red-light exposure, followed by a 30 s recovery phase where the red light was turned off. This repetition cycle was performed three times in total. Red light stimulus parameters were delivered with a NIDAQ board controlled through Bonsai (https://bonsai-rx.org/). Animals were manually scored using Noldus EthoVision XT software (Noldus Information Technology), where grooming activity was plotted as the percentage of time spent grooming the antennae during red-light stimuli. The ablation of the antennae did not damage the rest of the head or lead to the mortality of the animals. Animals that died during the analysis window (7–14 dpa) were excluded.

### Automated antennal grooming behavior detection system

Frame-wise scoring of antennal grooming behavior was performed as an image-recognition task. Briefly, bouts of antennal grooming are a stereotypical pattern of foreleg movements directed toward the antennae that span several consecutive frames. This pattern was captured and compressed on a single image by clipping the grooming episode over time and computing the pixel-wise standard deviation through the stack of frames. Supervised training of an artificial neural network was used to recognize these compressed images belonging to one of two categories: grooming or no-grooming. An end-to-end system was established that takes a raw video as input and returns a frame-wise probability as output. Two neural networks and a set of image-processing functions wrapped in a single system were established, requiring minimal user input. The details of the system, together with the parameters used for training, validating, and testing are provided below.

### Network-1: detection of the head and its fore region

To simplify the task of detecting grooming events, the region of interest was restricted to the forehead of the animal and the region in front of it. A deconvolutional network was trained to detect the head of the animal and to output the coordinates of its centroid.

#### Model

The deconvolutional network was developed in Python (V 3.7.4) using the PyTorch Library (V 1.13.0). The network is composed of six layers: 3 convolutional layers (channels: 32, 64, 128; kernel size: 3, 5, 3; max pooling: 2; stride: 1) and 6 deconvolutional layers (channels: 128, 64, 32; kernel size: 3, 5, 3; max unpooling: 2; stride: 1). We used the Kaiming weight initialization and ReLU activation functions as implemented in the Pytorch library.

#### Dataset

Raw videos are large (1280 × 1024 px) grayscale avi files. To reduce processing time, the network was trained, validated, and tested on lower resolution frames (320 × 256 px) extracted from the video files. 916 tuples (raw frame, binary mask of the head position) were used for training, 229 tuples for validation, and 250 tuples for testing the accuracy of the network.

#### Training, validation, and test

The network was trained to minimize the Mean Squared Error loss function with the ADAM optimizer on batches of 8 tuples for 14 epochs. The learning rate was fixed at 0.003. The coordinates of the binary mask’s centroid was used to probe the accuracy on the validation set. The Euclidean distance between the centroid of the binary mask and the max value of the confidence map produced by the network is used to evaluate the accuracy of the segmentation process. The distance (average ± standard deviation) between centroids is 3.88 ± 3.48 pixels during validation and 4.33 ± 10.43 pixels in the test set. The minimum diameter of an animal’s head (e.g., side view relative to the camera) was estimated ~32 pixels. For this reason, a cut-off radius of 8 pixels (e.g., max distance between ground truth centroid and predicted centroid) was used to define the segmentation accuracy. According to this cut-off, the network correctly predicted the position of the head in 98.8% of the test frames. The text file output of this network contains the frame-by-frame coordinates of the predicted position of the centroid of the head. In addition, the inference script automatically detects the onset/offset of the red-light stimuli by first taking the average pixel intensity of a 100 × 50 pixel region surrounding the LED on the initial 200 frames (light-off) and then computing the z-score for each frame in the video. Frames that are 2 z-scores above the average are defined as light-on frames. This procedure leads to a marginal underestimation (5.4 frames, mean absolute difference) of the total number of light-on frames as compared to the measure taken by a human observer.

### Network-2: grooming detection

The output of the deconvolutional network (e.g., the coordinates of the head’s centroid) was used to define an ROI centered on the head of the animal and its fore region. Following this crop, the pixel-wise standard deviation of 3 consecutive frames was computed, and the network classified the resulting image as either grooming or no-grooming. A sliding window (stride = 1 frame) was applied to the input to compute the frame-wise probability of grooming on the full length of the raw video. The network was initially trained on naive animals. However, the inference on animals that underwent axotomy (e.g., antennal ablation) was suboptimal. Therefore, the network was trained on two distinct datasets (e.g., animals with or without antennae), leading to two distinct sets of weights that were independently deployed according to the experimental group (e.g., before or after axotomy). The animal condition did not affect the quality of the inference on head tracking performed by the deconvolutional network (Network-1).

#### Model

Pretrained ResNet50 (Pytorch: ResNet50_Weights.IMAGENET1K_V2) fine-tuned on our training datasets.

#### Dataset

Antennal grooming is defined as a stereotyped circular movement of the forelegs sweeping over the surface of the antennae. A trained experimenter manually labeled the grooming episodes using the manual scoring module of EthovisionXT (Noldus Information Technologies). This dataset represented the ground truth for training the ResNet50 and it required further processing before being used to train the network. First, the raw videos were processed with the deconvolutional network (see section “Network-1: detection of the head and its fore region”) to extract the coordinates of the head’s centroid. Manual scoring of grooming events together with the coordinates of the head centroid were used to clip grooming bouts and crop frames (128 × 128 px) on a region centered on the head of the animal. For each grooming bout, the pixel-wise standard deviation was computed on a stack of 3 consecutive frames taken with a sliding window (stride = 1) over the bout. A sequence of 3 frames was used to capture short bouts (camera fps: 15 Hz, ~0.7 s) of grooming. The same process was repeated for frames labeled as “no_grooming”. These sets of images (e.g., grooming and no_grooming) were further inspected to remove images that could not be unambiguously attributed to one of the two categories. The images were then randomly allocated to one of three sets: train, validation, or test. Two distinct sets of images were obtained from the before- and after-axotomy conditions. The before-axotomy set comprised 30 subjects (number of frames, train = 3499, validation = 943, test = 64), while the after-axotomy comprised 22 subjects (train = 1615, validation = 413, test = 495).

#### Training, validation, and test

The ResNet50 was trained for 41 epochs with a Cross Entropy loss function, the ADAM optimizer, and a decaying learning rate (gamma = 0.1, 7 epochs). The classification accuracy on the validation and test sets was 95.9% and 93.5%, respectively.

### Post-processing of grooming prediction

The ResNet50 model outputs a text file containing the frame-wise probability values for grooming behavior. However, because of the projection through time (3 consecutive frames) of the training set and the sliding window (*n* = 1), the probability value failed to capture sharp transitions between grooming states (e.g., onset-offset). For this reason, first, inference on the training set videos was run to get raw probability values; then these were binarized according to 7 probability threshold values *θ* ranging from 0.1 to 0.9 (Fig. 4C,F) and for each frame with *p* > *θ*, the 3 consecutive frames were labeled as ‘grooming’. This procedure allowed to compensate for the bias introduced by the compression of 3 consecutive images without producing excess false positives. Finally, comparing the resulting grooming scores with manual scores allowed us to find an optimal probability threshold value that minimizes the difference between system and observer scores.

### Replication

Unless stated otherwise, at least 3 biological replications were performed for all experiments for each genotype and/or condition.

### Software and statistics

Image-J and Photoshop were used to process wing, *or22a*^*+*^, *JO*^*+*^, and *orco*^*+*^ images. The optogenetics section includes the software used for the analysis. The comparison between various observers vs. system, as well as the paired mean difference of automated antennal grooming detection, were plotted using https://www.estimationstats.com/#/. Unless otherwise stated, GraphPad Prism 10.2.3 was used for statistical analyses.

## Supplementary information

Table EV1

Peer Review File

Appendix

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Dataset EV8

Movie EV1

Movie EV2

Movie EV3

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

The code and scripts for running the automated grooming detection system from this publication are available on the GitHub database: https://github.com/Neukomm-lab/automated-antennal-grooming. The TRAPseq data is available on the Gene Expression Omnibus database with the assigned identifier GSE270011: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE270011. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00301-8.

# Supplementary material for: Local translatome sustains synaptic function in impaired Wallerian degeneration
**Source:** EMBO Rep. 2024 Oct 31;26(1):61–83. doi: 10.1038/s44319-024-00301-8
**Supplement:** Supplementary file 3 — Appendix

## **Appendix**

### **Local translome sustains synaptic function in impaired Wallerian degeneration**

Maria Paglione<sup>1,+</sup>, Leonardo Restivo<sup>1</sup>, Sarah Zakhia<sup>2</sup>, Arnau Llobet Rosell<sup>1</sup>, Marco Terenzio<sup>2</sup> and Lukas J. Neukomm<sup>1,\*</sup>

## Table of content

|                     |        |
|---------------------|--------|
| Appendix Figure S1. | Page 3 |
| Appendix Figure S2. | Page 4 |
| Appendix Figure S3. | Page 5 |
| Appendix Figure S4. | Page 6 |

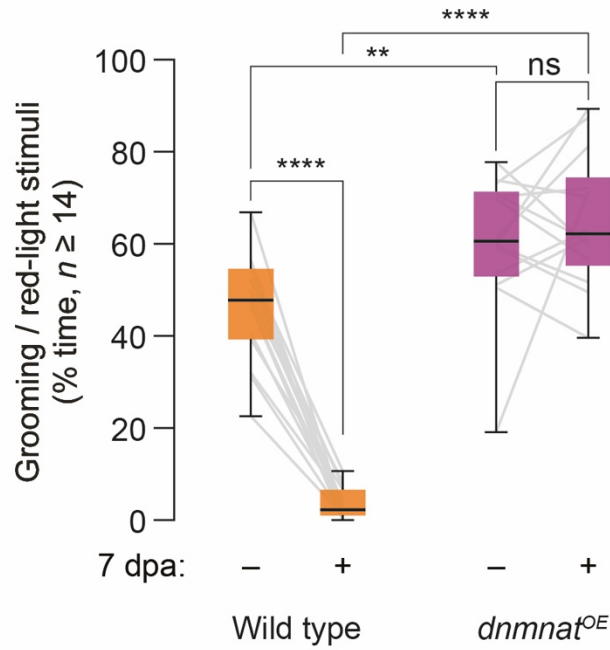

**Appendix Figure S1. Evoked antennal grooming mediated by CsChrimson expressed from the X chromosome.** Preservation of synaptic function in severed *dnmnat*<sup>OE</sup> projections at 7 dpa. Grooming in uninjured and injured animals (% time of red-light stimuli;  $n \geq 14$  animals). Two-way ANOVA with Sidak's multiple comparisons test; \*\*\*\*,  $p < 0.0001$ ; \*\*,  $p < 0.01$ .

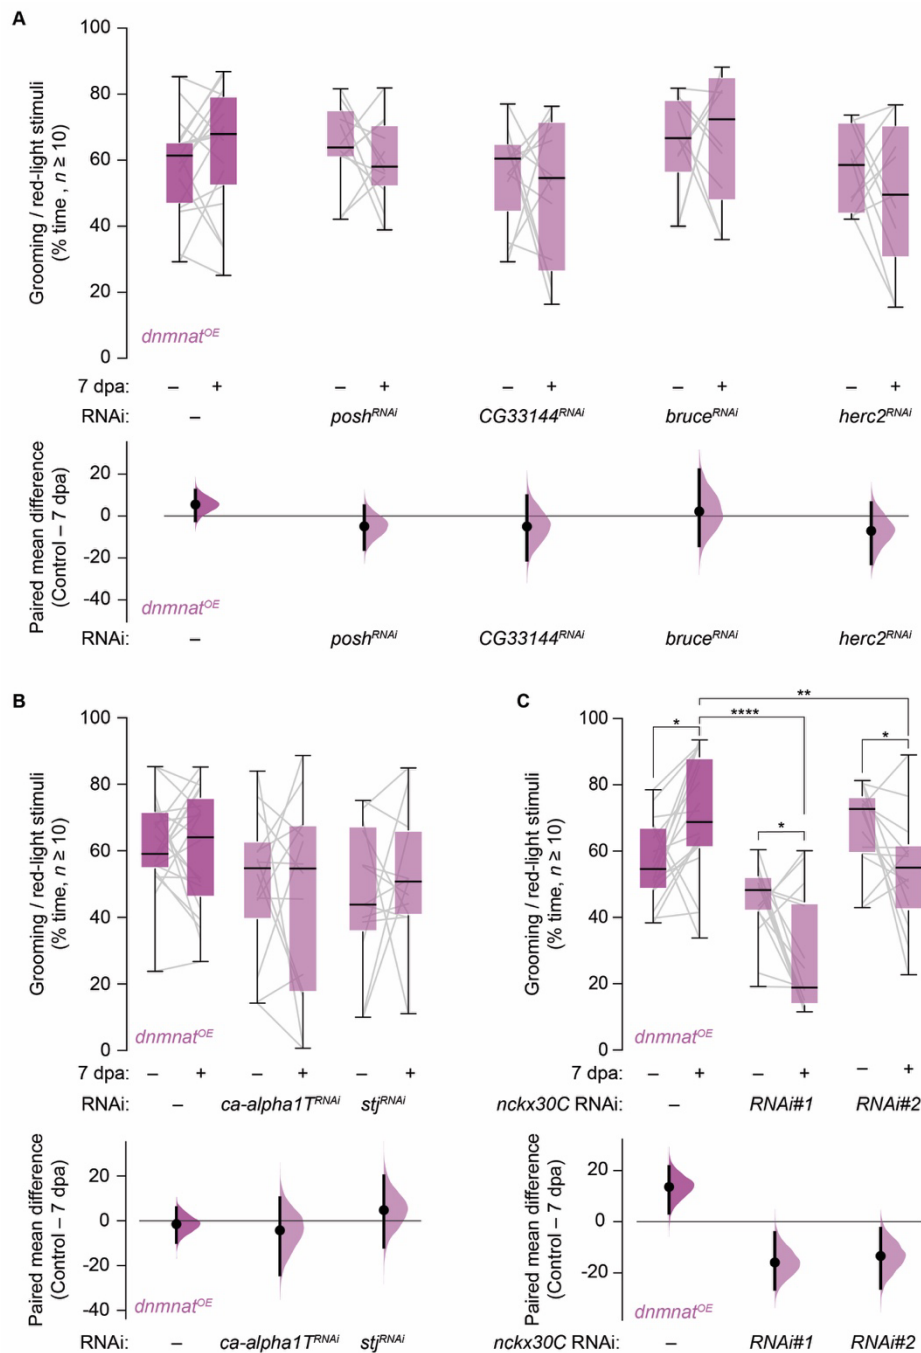

**Appendix Figure S2. Protein ubiquitination and calcium transport candidate screen.** **A** Top, protein ubiquitination candidate genes (Grooming as % time of red-light stimuli). Bottom, paired mean difference as bootstrap sampling distribution (dot, mean difference; vertical error bar, 95 % confidence interval, respectively;  $n \geq 10$  animals). **B** Top,  $\text{Ca}^{2+}$  transport candidate genes; bottom, paired mean difference ( $n \geq 10$  animals). **C** Top, validation of *nckx30C* by two different RNAi lines (#1 and #2, respectively); bottom paired mean difference ( $n \geq 10$  animals). Paired two-tailed t-student and Two-Way ANOVA with Dunnett's multiple comparisons test; \*\*\*\*,  $p < 0.0001$ ; \*\*,  $p < 0.01$ ; \*,  $p < 0.05$ .

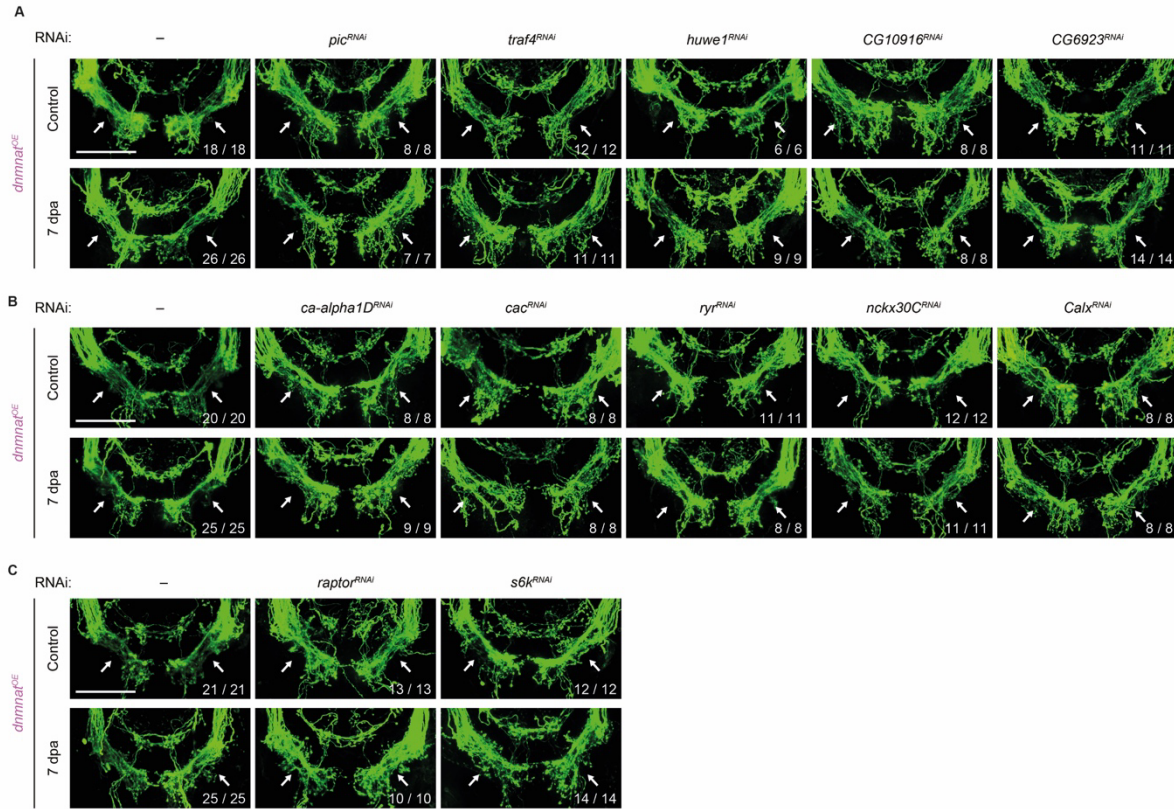

**Appendix Figure S3. Preserved axonal and synaptic morphology in RNAi-mediated candidate knockdown one week after axotomy. A** Examples of GFP-labeled *dnmnat<sup>OE</sup>* *JO*<sup>+</sup> mechanosensory axonal projections with protein ubiquitination candidate<sup>RNAi</sup>. **B** Examples of GFP-labeled *dnmnat<sup>OE</sup>* *JO*<sup>+</sup> mechanosensory axonal projections with Ca<sup>2+</sup> transport candidate<sup>RNAi</sup>. **C** Examples of GFP-labeled *dnmnat<sup>OE</sup>* *JO*<sup>+</sup> mechanosensory axonal projections with *raptor<sup>RNAi</sup>* and *s6k<sup>RNAi</sup>*. Top and bottom, control and 7 dpa, respectively. Arrows, projections; quantification, brains with preserved *JO*<sup>+</sup> projections / total brains analyzed (*n*, bottom right corner). Scale bar, 50  $\mu$ m.

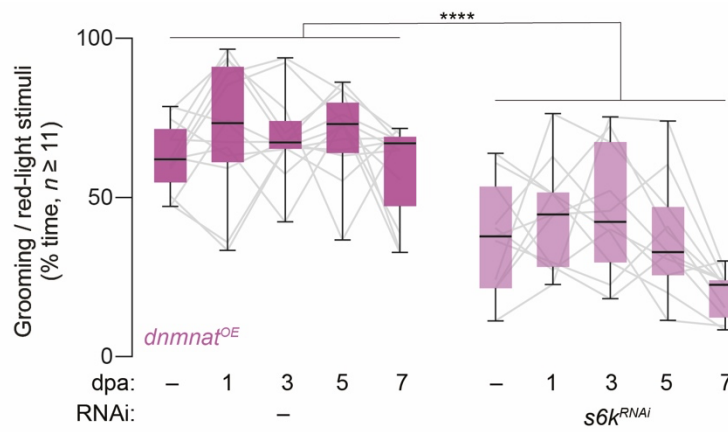

**Appendix Figure S4. RNAi-mediated knockdown of *s6k* progressively reduces preserved synaptic function after axotomy.** Grooming as % time of red-light stimuli ( $n \geq 11$  animals). Two-way ANOVA; \*\*\*\*,  $p < 0.0001$ .

# Supplementary material for: Local translatome sustains synaptic function in impaired Wallerian degeneration
**Source:** EMBO Rep. 2024 Oct 31;26(1):61–83. doi: 10.1038/s44319-024-00301-8
**Supplement:** Supplementary file 21 — Expanded View Figures

## Expanded View Figures

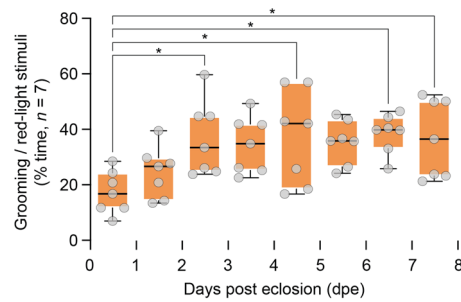

**Figure EV1. Time-course of optogenetically-evoked antennal grooming behavior in wild type after eclosion.**

Quantification of manually scored antennal grooming in wild-type flies with CsChrimson expressed in JO neurons between 0 to 7 days post eclosion (dpe). Data (% time of red-light stimuli;  $n = 7$  animals), box (interquartile) and whisker (minimum and maximum, respectively) plot, with minimum, lower quartile (Q1), median, upper quartile (Q3), and maximum. One-way ANOVA with Tukey's multiple comparisons test. \* $p < 0.05$ .

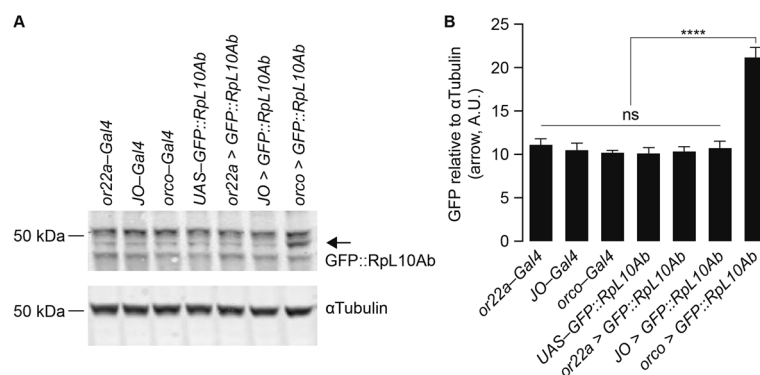

**Figure EV2. Olfactory organ projections as a large-scale source to express and detect GFP-tagged ribosomal protein 10Ab.**

(A) Western blot of *Drosophila* heads with GFP-tagged ribosomal protein 10Ab (GFP::RpL10Ab) expressed in *orco*<sup>+</sup> neurons. 4 heads/lane; arrow, molecular weight of GFP::RpL10Ab. (B) Quantification of GFP immunoreactivity by densitometry. Data, mean ± SEM ( $n = 3$ , three replicates of three biological experiments). Arbitrary units, A.U.; One-way ANOVA with Tukey's multiple comparisons test; \*\*\*\* $p < 0.0001$ ; ns (not significant),  $p > 0.05$ .

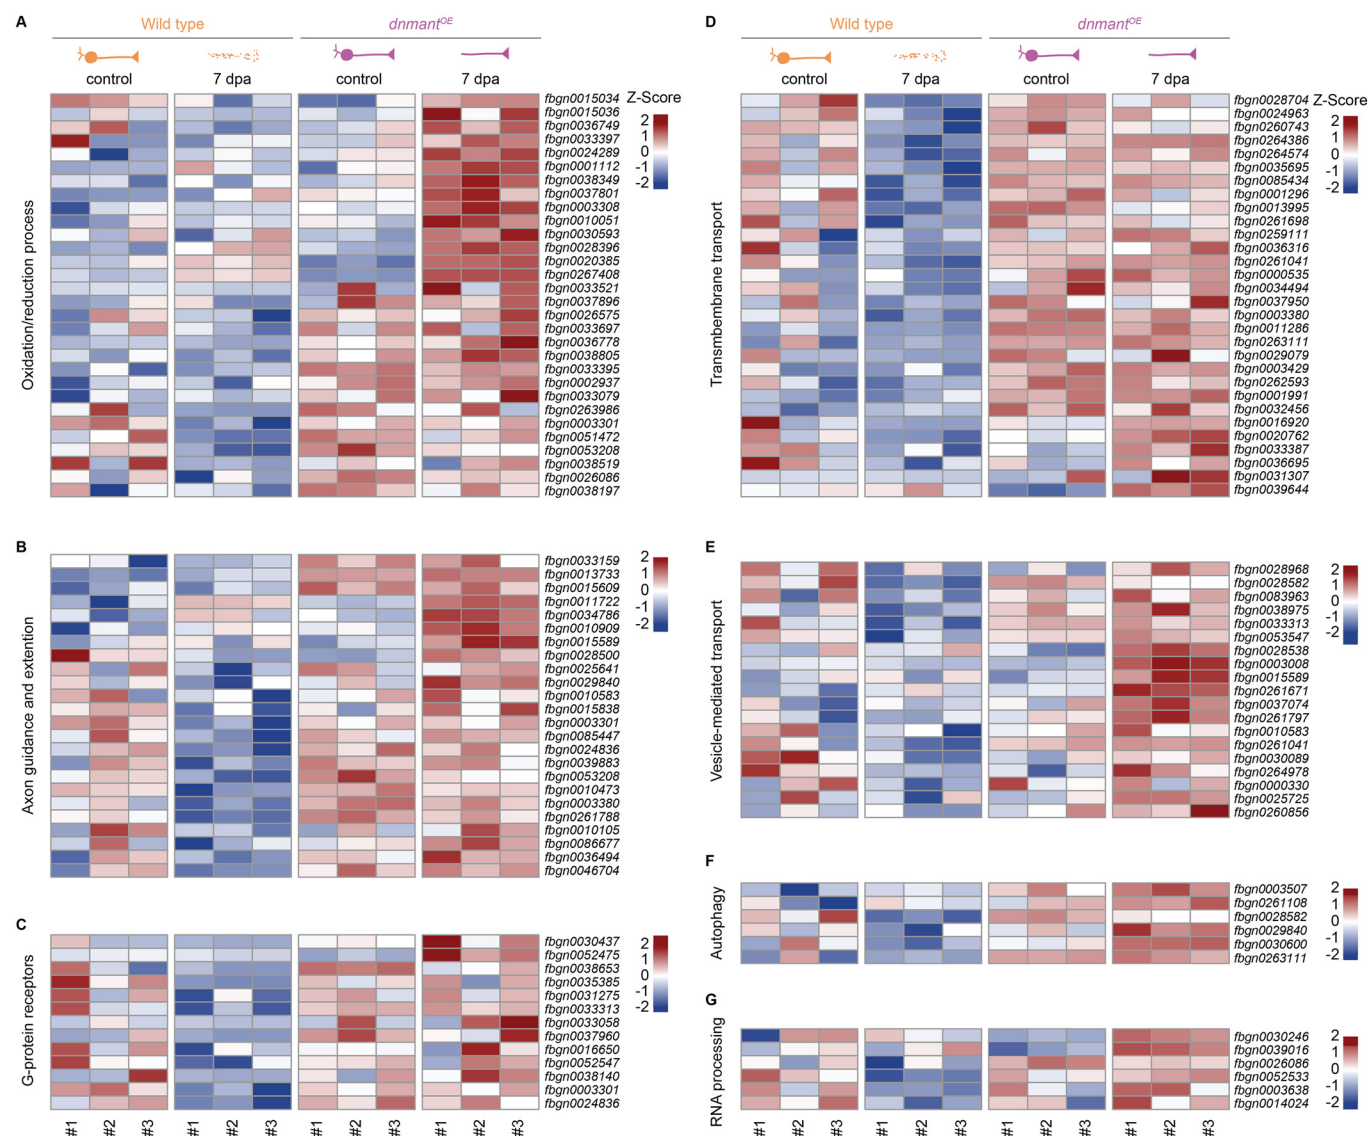

**Figure EV3.** Heat maps of biological process GO terms significantly enriched in *dnmnat*<sup>OE</sup> 7 dpa.

(A) Heat map of oxidation/reduction process transcripts ( $n = 30$ ). (B) Heat map of axon guidance and extension transcripts ( $n = 24$ ). (C) Heat map of G-protein receptor transcripts ( $n = 13$ ). (D) Heat map of transmembrane transport transcripts ( $n = 30$ ). (E) Heat map of vesicle-mediated transport transcripts ( $n = 19$ ). (F) Heat map of autophagy transcripts ( $n = 6$ ). (G) Heat map of RNA processing transcripts ( $n = 6$ ). Expression levels, Z-Score average.

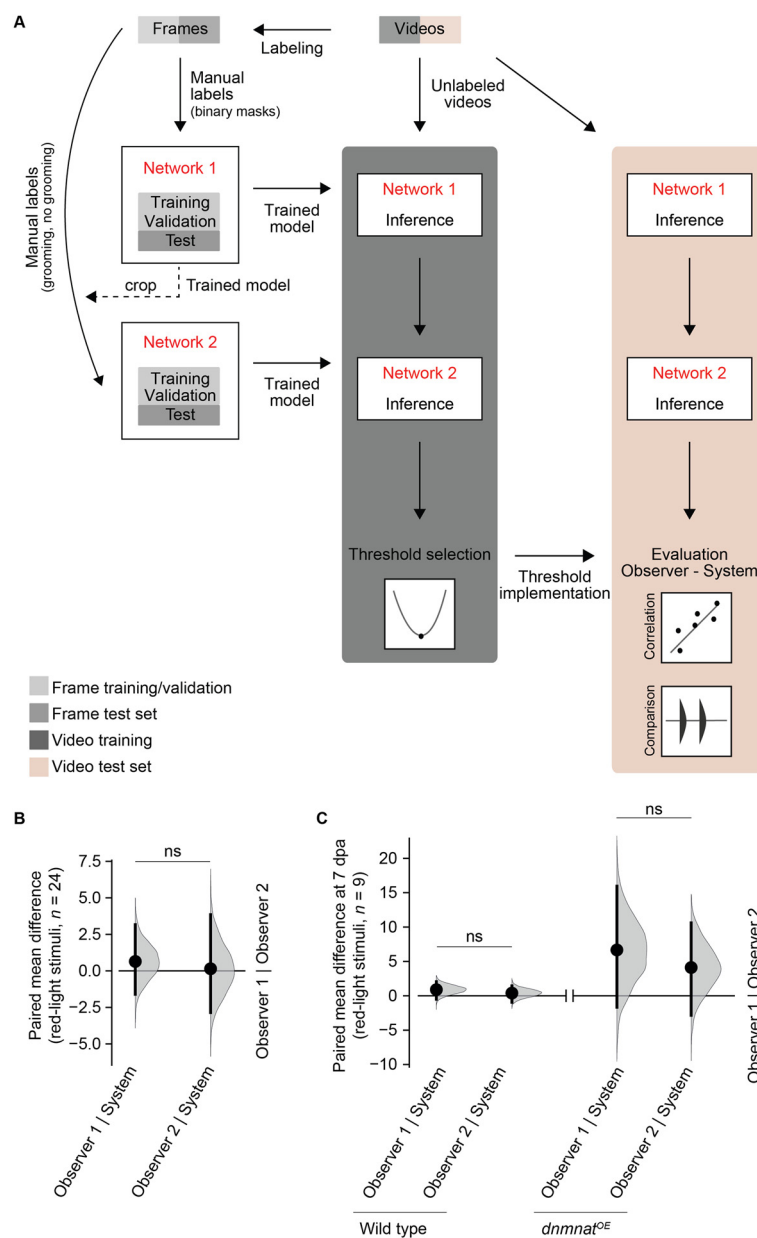

**Figure EV4. Dual-network training and evaluation pipeline for automated grooming detection and comparison with observer scores.**

(A) Illustration of Network 1 and 2 training and testing pipelines. Raw videos were split into training and test sets (gray and red, respectively). Video frames from the training set were manually labeled to identify the position of the head in the image (e.g., binary mask) and assign the grooming or no grooming labels. Network 1 was trained, validated, and tested on its own training set (frames). Network 2 was trained, validated, and tested on the labeled frames cropped by Network 1. Both networks, once trained, were used to determine the optimal threshold value of grooming detection using the same training set (raw videos). Finally, the test set (raw videos) was used to evaluate the accuracy of the system by comparing its performance with the scores of the observer. (B) Standard deviation between grooming scores given by each observer to the same uninjured wild-type animal ( $n = 24$  animals). (C) Standard deviation between grooming scores given by each observer to the same wild type and *dnmnat<sup>OE</sup>* at 7 dpa ( $n = 9$  animals). The line break denotes the separation between the controls for each genotype. The plots illustrate the similarity between the standard deviations of observer 1 versus the system and observer 2 versus the system, as compared to the standard deviation observed among observers (horizontal black line, mean, number of frames). Non-parametric one-way ANOVA (Friedman test) with Dunn multiple comparisons test; ns,  $p > 0.05$ .

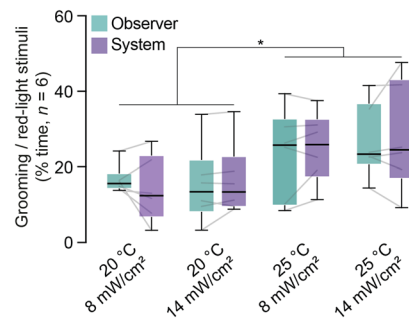

**Figure EV5. Detection of temperature-dependent changes in antennal grooming.**

Quantification of antennal grooming detection by observer and system in wild-type flies with CsChrimson expressed in JO neurons of 7-day-old animals (green and purple, respectively; probability,  $\geq 0.3$ ; % time of red-light stimuli;  $n = 6$  animals). Data, box (interquartile) and whisker (minimum and maximum, respectively) plot, with minimum, lower quartile (Q1), median, upper quartile (Q3), and maximum. Three-way ANOVA; \* $p < 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

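Heads of 3 genotypes (background, wild type and dnmnatOE), uninjured or 7 days after ablation of antennae and maxillary palps, were sequenced by the authors as input and as pulldown, with 3 libraries in each of the 12 groups. The paper's methods state 300 animals per genotype and condition. The deposited values are raw counts per gene, which the authors made with Htseq-Count after trimming with Trimmomatic and alignment with Hisat2 to release 6.43 of the FlyBase annotation. The deposited counts carry no normalization, and each file also has 5 summary rows that name no gene and were left out of every test. The summary rows for unaligned, low-quality and multiply aligned read pairs were 0 in all files, so these read pairs cannot be counted. The row for ambiguous read pairs held 1.92% to 3.21% of the recorded read pairs of inputs and 48.5% to 60.3% of those of pulldowns. The paper gives no version of Trimmomatic, Hisat2, Htseq-Count or DESeq2, and neither the counting mode nor the strand setting of the count.

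The 36 libraries were mapped to groups by the sample labels alone. The labels number the libraries of a group from 1 to 3 and call them technical replicates, whereas the paper's general statement speaks of biological replication. No identical files were found. Library pairs within a group differed by a chi-square per gene of 4.10 to 36.0, where counting error alone would give about 1. Residuals of equally numbered libraries of different groups were not correlated (between −0.04 and 0.04 in 45 pairs of pulldowns and 45 pairs of inputs), so the numbers were not used to pair libraries, except in an alternative with the replicate number as a term.

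Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr, normalized by TMM and fitted by the quasi-likelihood method with robust dispersion, with 1 coefficient per group. The fit of the 18 pulldowns tested 7213 genes and had a biological coefficient of variation of 0.460. The fit of the 18 inputs tested 10437 genes (0.198), and a fit of the 12 wild type and dnmnatOE libraries of 7 dpa tested 9463 genes for a difference between pulldown and input (0.287). TMM factors ran from 0.820 to 1.29 in pulldowns and from 0.678 to 1.19 in inputs. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change beyond 0.6 in either direction, the thresholds in the paper's methods. The comparisons were dnmnatOE with wild type, each of these with background, and dnmnatOE with wild type in inputs, at 7 dpa. In uninjured pulldowns the same 3 comparisons were made, and a further contrast tested whether the difference between dnmnatOE and wild type changes with axotomy. The background-filtered number counts genes higher in dnmnatOE than in both wild type and background and not higher in wild type than in background.

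GO term classes are those of the paper's Fig. 2D and Fig. EV3, with the members given in its supplement. Each class was tested with camera at a preset correlation of 0.01, adjusted over the 9 classes. Single values are given as CPM, the counts scaled to TMM-normalized library sizes, with SD over 3 libraries. A group whose libraries all held at most 3 counts was treated as being at the floor, and a fold change against it was given as a lower bound. Exact permutation tests of 3 against 3 libraries were two-sided and cannot give a p under 0.1. Floors and intervals cover counting error only.

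Genes were named by a rule set before the data were examined: every gene that the paper names for the TRAP data or the RNAi screen, all members of the classes of Fig. 2D, white, and in each comparison the 5 genes with the largest log2 fold change in each direction among those called with at least 50 counts on average and groups that do not overlap. Genes outside the rule are named as chosen after their values were seen. Lists of marker genes were also set beforehand for photoreceptors, olfactory sensory neurons, antennal support cells, fat body, gut, glia, males (roX1 and roX2) and females (Yp1, Yp2 and Yp3, which the fat body list also holds). The rule, the lists, the comparisons and the thresholds were written after the paper's supplementary tables had been read, so they are not blind to the authors' own values. Gene positions and overlaps come from the Ensembl release 115 annotation of the Release 6 assembly. That is the assembly of the authors' annotation in a later release, and 17559 of the 17611 genes have a symbol in it.

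The tests were run on simulated data first. In pulldown counts with 200 genes changed, edgeR called 19% of them at 2-fold, 74% at 4-fold and 92.5% at 8-fold, with 1, 11 and 5 unchanged genes called. A 4-fold change that depends on axotomy was called for 48%. In input counts the shares were 69%, 95% and 99%. The changed genes were drawn only from those above a minimum mean count, so recovery of genes with fewer counts was not measured.

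The alternatives were DESeq2's Wald test, size factors as in DESeq2 (RLE), no filter on low counts, a filter at a mean of 50 counts, the replicate number as a term, all 36 libraries in 1 fit, the compared groups alone, the 20 most abundant genes left out, the adjusted p alone, fry and camera with an estimated correlation, and each library left out in turn. DESeq2 with all 36 libraries was added after the data had been seen. Simulations without differences, with 5 runs each, drew counts for all 36 libraries from the fitted means and dispersions, once with a shared mean for the pulldowns of 7 dpa and once also for the uninjured pulldowns and for the wild type and dnmnatOE inputs of 7 dpa. Splits of the libraries were enumerated where there are 10 and drawn at random where there are more than 100.

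Reads, alignments and DAVID's annotation were not used here, and neither were the mouse data that the paper compares with its own. Experiments of the paper without sequencing have no deposited counts and were not analysed here.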

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

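The comparisons, thresholds, splits of the libraries, marker lists and alternative settings in this part were set before the deposited counts were examined. The paper's supplementary tables had been read by then, so these choices are not blind to the authors' own values. The other tests reported in this part were chosen after the results had been seen.

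The difference between pulldowns labelled dnmnatOE and wild type changed with axotomy for 220 genes, 128 upward and 92 downward, in a test of the difference itself (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 36 libraries in 1 edgeR fit the balance was the opposite, with 367 upward and 511 downward. Only 2 of 100 drawn splits of the 12 libraries, out of 200 possible, gave as many, the real one included. The other exchanged the genotype labels completely at one time point, so that it tests the sum of both differences, and gave 233. Without the 20 most abundant genes it was 210, with 203 of the 220 among them. Of the 188 genes that differed at 7 dpa, 150 had the same direction in uninjured pulldowns, with a median of 0.71 on the log2 scale against 1.03 at 7 dpa, so a genotype difference that exists before axotomy may account for part of the 7 dpa list. By direction, the higher genes kept 0.43 of 1.05 and the lower genes −1.51 of −1.02. Leaving out a single library moved the 220 to 138 without dnmnatOE 7 dpa replicate 3 and to 144 without dnmnatOE uninjured replicate 1. Each group may stem from 1 pool of heads, so a difference between pools stays open beside a response to axotomy.

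The difference between dnmnatOE and wild type at 7 dpa was not the same in pulldowns and inputs for 529 genes, 272 of them relatively higher in dnmnatOE pulldowns. Of 100 drawn splits of the 12 libraries, 1 gave as many, the real one, and the next gave 125. The fit gave both fractions a shared dispersion (biological coefficient of variation 0.287, against 0.460 for pulldowns and 0.198 for inputs fitted alone). Counts without a difference were not simulated for this contrast. For dnmnatOE against wild type pulldowns simulated without a difference, edgeR on all 36 libraries called 47 to 63 genes. False calls among the 529 therefore stay open. Inputs were poly-A purified and pulldowns were not, a step that the genotypes share. A transfer of whole-head differences into the pulldowns would give the 188 pulldown calls the same sign in inputs. Their median in inputs was 0.058 on the log2 scale, signed by the pulldown direction, with 77 of 141 tested genes on the same side, which argues against that source for the list as a whole. For 30 genes called the same way in both fractions it stays open, since in 5 of them alone the pulldown difference was larger past the thresholds. Loss of the calls without the 20 most abundant genes was not seen: 178 of the 188 were called, and the other 10 are among the genes left out. The number of 529 fell to 308 to 349 in 5 fits that each left out 1 input library, and rose to 729 at most.

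The inputs of 7 dpa, for which the paper reports no comparison of genotypes, differed between dnmnatOE and wild type for 1383 genes, 624 higher and 759 lower. Of the 10 splits of the 6 libraries, 1 gave as many, the real one, and the largest other gave 4 genes. With 10 splits the share cannot fall under 0.1 and decides nothing. In 5 simulations of these inputs without a difference, 0 genes were called (475 to 564 had an unadjusted p under 0.05). The counts were drawn from the model that the test assumes, so few calls follow from the design. They show that the test keeps its error rate at the fitted spread and cannot speak to spread beyond it. A difference between pools of heads stays open. In a check chosen after the values were seen, a transcript nearly absent from 1 genotype pointed to a difference between the fly lines. Cyp6a17 had at most 3 counts in each of the 6 dnmnatOE inputs and at least 20.0 CPM in each of the 12 others. This is consistent with different genomes of the lines, which would remain beside any effect of dnmnat. The male transcripts roX1 and roX2 together were at 118 CPM in dnmnatOE and 132 CPM in wild type in these inputs, and neither was called. The female list (Yp1, Yp2 and Yp3) was at 256079 CPM in dnmnatOE and 140856 CPM in wild type, with all 3 called higher. These lists therefore leave open whether the sex of the heads differed between the genotypes. An effect of dnmnat was not tested apart from the fly lines.

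Uninjured pulldowns, whose comparison with background the paper does not report, differed from it for 217 genes in wild type (111 higher) and for 400 in dnmnatOE (154 higher). In each case 1 of the 10 splits of the 6 libraries gave as many, and the largest others gave 4 and 2 genes, a share that decides nothing with 10 splits. In 5 simulations without a difference, at most 0 and 1 genes were called (295 to 353 and 312 to 328 at an unadjusted p under 0.05). These counts too came from the model that the test assumes, so they cannot speak to spread beyond the fitted one. The number of 217 fell to 140 without background uninjured replicate 2. RNA of other cells stays open as a source. The olfactory sensory neuron list was at 46.5 CPM in wild type, 30.5 in dnmnatOE and 9.81 in background, but antennal support cells, which carry no tag, were also higher in the tagged pulldowns (245 to 417 CPM against 220 to 224), and the inputs of the tagged lines held more of both (olfactory list 41.4 and 42.5 CPM against 27.9 in background). Relative to the support cells and to the inputs, the olfactory list was not detectably higher in the 6 tagged than in the 3 untagged libraries (exact permutation test, two-sided p = 0.119, where the smallest possible is 0.0119). A difference between the fly lines stays open as well, as does ribosome capture itself.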

How the results depend on the processing

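Over all alternatives, 1414 values were compared with those reported: 1326 kept their direction and their side of the threshold, 60 were weaker, 18 were stronger and 10 reversed. These numbers cover the single genes and classes. The numbers of genes per comparison follow by setting. Where a value changed, the cause was not tested unless stated.

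With DESeq2's Wald test on the same libraries, more genes were called in most comparisons of pulldowns. The 188 between dnmnatOE and wild type at 7 dpa became 285 (180 of the 188 among them), the 220 between wild type and background 366, and the 479 between dnmnatOE and wild type in uninjured pulldowns 720 (474 shared). The 220 whose difference changes with axotomy became 395, the 217 between uninjured wild type and background 423 and the 529 that differ between pulldown and input 1073.

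With all 36 libraries in 1 edgeR fit, the numbers at 7 dpa were 525 for dnmnatOE against wild type (185 shared), 714 for wild type against background (216 shared) and 911 for dnmnatOE against background (328 shared), and the 41 background-filtered genes became 87. In uninjured pulldowns 1360 genes differed between dnmnatOE and wild type, 796 of them higher, whereas of the 479 more were lower (300) than higher (179). The difference changed with axotomy for 878 genes, of which 367 upward and 511 downward, against 128 and 92 of the 220. With only the compared groups in the fit, the 479 genes became 282 (275 shared).

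DESeq2 with all 36 libraries was chosen after the data had been seen. It called 1033, 1351 and 1461 genes in the 3 comparisons at 7 dpa, 165 background-filtered genes, 1945 between dnmnatOE and wild type in uninjured pulldowns, 1560 that change with axotomy, 1551 and 1416 against background in uninjured wild type and dnmnatOE, and 30 of the named genes in place of 12. The 3 classes called in uninjured pulldowns became 6 with fry and 1 with an estimated correlation in camera.

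The replicate number as a term gave 183 genes for dnmnatOE against wild type at 7 dpa, 181 of them among the 188. Equally numbered libraries of different groups were not correlated, which is why the term was not used. Size factors as in DESeq2, no filter on low counts, a filter at a mean of 50 counts, and leaving out the 20 most abundant genes left the number of genes of each comparison they were run for within 1.5 times. The adjusted p alone did so for each comparison of pulldowns and of pulldowns with inputs, but in inputs at 7 dpa it gave 3039 genes against 1383.

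With each library left out in turn, the ranges were 133 to 162 genes for dnmnatOE against wild type at 7 dpa, 152 to 167 for wild type against background, 225 to 285 for dnmnatOE against background (225 without dnmnatOE replicate 2) and 31 to 38 background-filtered genes. In uninjured pulldowns they were 326 to 511 for dnmnatOE against wild type, 140 to 260 for wild type against background (140 without background replicate 2) and 307 to 346 for dnmnatOE against background. The change with axotomy gave 138 to 263 (138 without dnmnatOE 7 dpa replicate 3, 144 without dnmnatOE uninjured replicate 1), inputs 1311 to 1413, and pulldown against input 308 to 729, with values under 350 in 5 fits without 1 input library each. Of the named genes 10 to 12 were called, and of the classes 1 to 3, with 1 left without wild type uninjured replicate 3.

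The reversed values concern classes and genes near 0 in uninjured pulldowns. The median of the G-protein receptor class, −0.16, ran from −0.095 to 0.23 with each library left out, above 0 without wild type replicate 1 (0.23) and dnmnatOE replicate 3 (0.060). That of vesicle-mediated transport, 0.04, was −0.020 with the replicate number as a term. The log2 fold change of hiw, 0.03, was −0.12 without wild type replicate 1, 0.28 without wild type replicate 2, −0.016 without wild type replicate 3 and −0.043 in DESeq2 with all 36 libraries. That of raptor, 0.04, was −0.075 without wild type replicate 2, 0.17 without dnmnatOE replicate 3, −0.043 without dnmnatOE replicate 2 and −0.036 in the latter fit, and that of CG32533, −0.43, was 0.16 without wild type replicate 1 and −0.82 without dnmnatOE replicate 1.

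Depth and the spread between libraries limit the pulldown results, and their shares were not tested apart. At 644358 to 2057294 counts on genes per library, most 2-fold differences were missed in simulated counts, so a gene that was not called can still differ by that much.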

Differences from the paper's values

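The paper reports 1033 transcripts that differ between dnmnatOE and wild type at 7 dpa, against 188 here, and 499 enriched in dnmnatOE, against 89 here. None of the alternatives set before the data were examined closed either gap: the nearest, edgeR on all 36 libraries, called 525 transcripts, 271 of them higher, and DESeq2 on the 18 pulldowns 285.

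For wild type against background at 7 dpa, the paper reports 1351 transcripts, against 220 here, and its list holds 750 higher ones, against 160 here. None of the alternatives set before the data were examined closed the gap, the nearest being edgeR on all 36 libraries with 714. For dnmnatOE against background the paper reports 1461, against 338 here, and its list holds 751 higher ones, against 180 here. Of the alternatives set before the data were examined, edgeR on all 36 libraries came within 1.5 times of the 751, with 538 higher transcripts, which is still fewer, and none came within 1.5 times of the 1461, where it gave 911. After background filtering the paper reports 165 transcripts, against 41 here. None of the alternatives set before the data were examined closed this gap.

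DESeq2 fitted to all 36 libraries, inputs and pulldowns together, which was chosen after seeing the values, gave 1033, 499, 1351, 750, 1461, 751 and 165, and the lists are gene for gene those of the paper's supplement. The paper's methods name DESeq2 and do not state which libraries were fitted together.

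The paper states that raptor was enriched at 7 dpa, and it was not called here (log2 fold change 0.92, adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called by DESeq2 on the 18 pulldowns and by edgeR on all 36 libraries, both set before the data were examined, and by DESeq2 on all 36 libraries, chosen after seeing the values. CG13531 (1.06) was not called here, and was called under the same 3 settings and in a fit of the compared groups alone. Rnp4F (1.18), CG1582 (0.82), CG10916 (1.79) and Calx (0.62) are on the paper's list and were not called here, and DESeq2 on all 36 libraries, chosen after seeing the values, called each of them. Traf4, at least 3.31-fold higher, was called by that fit and by edgeR on all 36 libraries. Of the genes that the paper names for these data or in Fig. 2D, 12 were called here, 18 by edgeR on all 36 libraries, set before the data were examined, and 30 by DESeq2 on all 36 libraries, chosen after seeing the values.

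The paper describes protein ubiquitination as the class that is enriched only after axotomy, and the remaining classes as enriched before it. For oxidative stress, its results limit this to a part of the transcripts. Here the G-protein receptor class (median log2 fold change −0.16), RNA processing (−0.42) and vesicle-mediated transport (0.04) were not higher in uninjured dnmnatOE pulldowns. Autophagy (0.50) was not past the threshold in camera, nor was oxidation/reduction (0.55, with 19 of 27 transcripts above 0). With fry, autophagy, oxidation/reduction and protein ubiquitination were past the threshold, and the other three were not.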

Other observations

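The comparisons between groups, the leave-one-out fits, the other splits of the libraries, the marker lists and the check of Nmnat were set beforehand. The other tests in this part were chosen after the results had been seen.

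Of the comparisons at 7 dpa, each with 10 splits of 6 libraries, the real split alone gave as many genes as reported: 1 of 10 for dnmnatOE against wild type, 1 of 10 for wild type against background and 1 of 10 for dnmnatOE against background, with no gene called in any other split. The same holds for dnmnatOE against wild type in uninjured pulldowns (largest other split 3 genes) and for the 3 classes called there (largest other split 1 class). A share of 1 in 10 decides nothing by itself. In 5 simulations without a difference between the groups of a time point, edgeR on the 18 pulldowns called at most 0, 0 and 2 genes in these comparisons at 7 dpa, against 188, 220 and 338, and 0 in the uninjured one, against 479 (275 to 355 genes per run and comparison had an unadjusted p under 0.05). The simulated counts came from the model that the test assumes, so few calls follow from the design. They cannot speak to noise between libraries beyond the fitted spread. A difference between pools of heads stays open, and the 3 classes were not simulated. For the 41 background-filtered genes, 1 of 100 drawn splits gave as many, the real one, and the largest other gave 39.

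The number of genes called at 7 dpa rises where inputs and pulldowns share 1 fit. A candidate explanation is that a shared dispersion gives the noisier pulldowns less spread than they have. In counts simulated without any difference between dnmnatOE and wild type, DESeq2 fitted to all 36 libraries called a median of 373 genes (331 to 406 in 5 runs), edgeR on the 36 libraries 51, DESeq2 on the 18 pulldowns 0 (at most 3) and edgeR on the 18 pulldowns 0 in each run. After background filtering, the DESeq2 fit of 36 libraries left a median of 30 simulated genes. The genes it called without a difference had a median log2 fold change of 1.51 over wild type, 0.59 over background and −0.87 for wild type over background. The paper's 499 transcripts had 1.25, 0.58 and −0.57 in the same comparisons. Whether the list lies above wild type because wild type lies under background cannot be told apart from selection, since the 0.58 over background equals what selection gave in simulated counts. Across genes, the fold changes over wild type and over background were correlated at 0.385, against 0.482 in the simulation.

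The overlap that defines the background-filtered genes could stem from the dnmnatOE libraries that both comparisons share. In 5 simulations with unrelated changes at most 21 genes were left, against 41 observed, which argues against this as the whole source.

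Of the 188 genes called between dnmnatOE and wild type pulldowns at 7 dpa, 89 were also called in the same direction in uninjured pulldowns and 8 in the opposite one. The depleted transcripts of the paper's list had a median of −1.11 at 7 dpa and −0.21 in uninjured pulldowns, where 92 were called lower. Its 165 filtered transcripts had medians of 1.20 at 7 dpa and 0.42 in uninjured pulldowns, where 20 were called higher.

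Nmnat was not detectably higher in libraries labelled dnmnatOE. Exchanged labels of single libraries would mix the genotypes. Against this, snRNA:U2:34ABa had at most 1 count in each of the 6 dnmnatOE pulldowns and at least 113 in each of the 12 others, and lncRNA:CR46123, chosen after its values were seen, had 0 counts in all background libraries and at least 4.72 CPM in each tagged input. Some tagged pulldowns held 0 counts of it too, so it marks inputs alone. Whether the reads of the transgene map to the gene was not tested, and no biological explanation was tested. In inputs of 7 dpa white was higher in dnmnatOE than in wild type by a log2 fold change of 0.84 (adjusted p = 0.0096 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 0.69 and not called without dnmnatOE input replicate 3. RpL10Ab, the tagged ribosomal protein, was lower in dnmnatOE pulldowns than in wild type by −0.29 at 7 dpa and −1.01 in uninjured heads.

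After ablation, transcripts of the antenna were near the level of background. The 18 genes that fell by more than 3 on the log2 scale in background inputs were at 171 CPM in background, 276 in wild type and 254 in dnmnatOE pulldowns of uninjured heads, and at 22.4, 23.6 and 33.5 CPM at 7 dpa. The olfactory sensory neuron list at 7 dpa was at 11.7 ± 7.9 CPM in background (SD, n = 3), 7.19 ± 5.71 in wild type and 18.2 ± 5.7 in dnmnatOE. These olfactory values rest on 28 counts in total in background, 17 in wild type and 70 in dnmnatOE. A difference between tagged and untagged pulldowns was thus not detectable for these lists at 7 dpa. At so few counts of the olfactory list, this says little about ribosome capture.

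Among the other lists, photoreceptor transcripts took 23028 CPM of background, 15526 of wild type and 10963 of dnmnatOE pulldowns at 7 dpa. Their median log2 fold change in dnmnatOE over wild type was −0.33, with 2 of 12 genes called lower. Fat body transcripts took 28981, 38136 and 37436 CPM of these pulldowns, and gut transcripts 304 CPM in dnmnatOE against 221 in wild type. Glia transcripts were at 731, 701 and 570 CPM and antennal support cell transcripts at 101, 104 and 96.7 CPM. In inputs, fat body transcripts took 141253 CPM of wild type and 257422 of dnmnatOE, most of it yolk protein transcripts that the female list also holds, and gut transcripts 936 and 2013 CPM.

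Yolk protein transcripts rose in inputs from uninjured to 7 dpa by 0.41 in background, 1.11 in wild type and 2.04 in dnmnatOE on the log2 scale. Fewer male heads at 7 dpa is a candidate explanation: the male transcripts roX1 and roX2 changed in the same inputs by −0.54 in background, −0.94 in wild type and −1.58 in dnmnatOE, and glia transcripts by −0.27, −0.24 and −0.47. Pulldowns leave it open. In them roX changed by −0.75, −1.23 and −1.76, glia transcripts by −0.18, −0.35 and −1.05, and yolk protein transcripts by −0.087, 0.49 and 0.65, so in background they did not rise where roX fell, and in dnmnatOE glia transcripts fell too. The sex of the heads is not known, and a change in expression after injury stays open.

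Replicate libraries differed by more than counting error. If each counted molecule had been sequenced several times, the variance of counts over their mean would be above 1 and nearly equal at all levels. In pulldowns it was 4.87 to 9.74 at 10 to 30 counts and 6.36 to 11.5 at 300 to 1000 counts, a median ratio of 1.41 (1.12 to 1.77). At 1000 to 3000 counts, with 21 to 104 genes per group, the mean over genes was 15.5 to 59.4. The median over genes was 6.31 to 20.6 there, against 3.38 to 7.44 at 10 to 30 counts. Duplicated molecules alone would not give the rise of the mean, which rests in part on few genes. Differences between preparations would add to the spread, and the share of each was not tested.

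The signal recognition particle RNA 7SLRNA:CR32864 was higher in tagged than in untagged pulldowns of both time points. If reads had only moved between the 2 copies of the gene, the sum of both would be equal. The lowest tagged library exceeded the highest untagged one by 1.501 on the log2 scale in that sum, which argues against it. Inputs held 0 counts of 7SLRNA:CR32864 in the 6 background libraries and at most 15 in the tagged ones, so a difference of the fly lines stays open beside ribosome capture.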
